# Analysis of the RelA:CBP/p300 Interaction Reveals Its Involvement in NF-κB-Driven Transcription

**DOI:** 10.1371/journal.pbio.1001647

**Published:** 2013-09-03

**Authors:** Sulakshana P. Mukherjee, Marcelo Behar, Harry A. Birnbaum, Alexander Hoffmann, Peter E. Wright, Gourisankar Ghosh

## Abstract

NF-κB plays a vital role in cellular immune and inflammatory response, survival, and proliferation by regulating the transcription of various genes involved in these processes. To activate transcription, RelA (a prominent NF-κB family member) interacts with transcriptional co-activators like CREB-binding protein (CBP) and its paralog p300 in addition to its cognate κB sites on the promoter/enhancer regions of DNA. The RelA:CBP/p300 complex is comprised of two components—first, DNA binding domain of RelA interacts with the KIX domain of CBP/p300, and second, the transcriptional activation domain (TAD) of RelA binds to the TAZ1 domain of CBP/p300. A phosphorylation event of a well-conserved RelA(Ser276) is prerequisite for the former interaction to occur and is considered a decisive factor for the overall RelA:CBP/p300 interaction. The role of the latter interaction in the transcription of RelA-activated genes remains unclear. Here we provide the solution structure of the latter component of the RelA:CBP complex by NMR spectroscopy. The structure reveals the folding of RelA–TA2 (a section of TAD) upon binding to TAZ1 through its well-conserved hydrophobic sites in a series of grooves on the TAZ1 surface. The structural analysis coupled with the mechanistic studies by mutational and isothermal calorimetric analyses allowed the design of RelA-mutants that selectively abrogated the two distinct components of the RelA:CBP/p300 interaction. Detailed studies of these RelA mutants using cell-based techniques, mathematical modeling, and genome-wide gene expression analysis showed that a major set of the RelA-activated genes, larger than previously believed, is affected by this interaction. We further show how the RelA:CBP/p300 interaction controls the nuclear response of NF-κB through the negative feedback loop of NF-κB pathway. Additionally, chromatin analyses of RelA target gene promoters showed constitutive recruitment of CBP/p300, thus indicating a possible role of CBP/p300 in recruitment of RelA to its target promoter sites.

## Abstract 2

A structural and functional study delineates how the interaction between NF-κB subunit RelA and co-activator CBP/p300 helps drive transcription of NF-κB target genes.

## Author Summary

The NF-κB family of transcription factors regulate the expression of numerous genes involved in the immune response, cell survival, differentiation, and proliferation. The interaction of the RelA subunit of NF-κB with the general co-activator protein CBP/p300 is vital for RelA-dependent gene transcription. Although the recruitment of RelA to its cognate genomic κB sites for target gene activation is well-established, the involvement of CBP/p300 in this process remains unclear. Through our structure/function-based approach we provide the molecular and functional details of the RelA:CBP/p300 interaction and its contribution to the regulation of distinct subsets of target genes. We also show that disruption of this interaction deregulates the NF-κB pathway by interfering with its negative feedback loop. Furthermore, our study indicates a possible reciprocal role for CBP/p300 in the recruitment of RelA to its target gene promoters.

## Introduction

The NF-κB family of inducible transcription factors has emerged as a major player in immune response [1], activating a plethora of immunoregulatory genes upon stimulation. In vertebrates, the family is comprised of five members, namely, RelA (also known as p65), RelB, c-Rel, p50, and p52. They exist in various combinations of homo- and hetero-dimers, with RelA:p50 being the most abundant NF-κB dimer present in the cell. All of the family members share a structurally conserved N-terminal rel homology region (RHR), which is responsible for DNA binding and also contains the dimerization domain (DD). RelA, RelB, and c-Rel distinguish themselves from p50 and p52 by possessing the transcriptional activation domain (TAD), which is vital for the transcriptional regulation of the NF-κB-regulated genes. In unstimulated cells, NF-κB is maintained in a latent state in the cytoplasm by the family of Inhibitor-κB (IκB) proteins, which strongly bind to the RHR domain of NF-κB dimers, thereby masking its nuclear localization signal. Upon stimulation, a cascade of signaling events led to the degradation of the IκB proteins, thus releasing the NF-κB dimers, which then enter the nucleus to regulate the transcription of NF-κB-dependent genes. In the nucleus, NF-κB activates transcription by binding to its cognate κB sites in the promoters/enhancers of its target genes [2],[3]. However, mere binding of the NF-κB to its cognate κB sites does not ensure transcriptional initiation, and further requires the assembly of the “basal transcription machinery” on the transcription start site. Assembly of the transcription initiation complex requires NF-κB to interact with the mediator complex, various transcriptional adaptors, and co-activator proteins like CREB-binding protein (CBP) and its paralog p300 [4]–[7]. CBP/p300 are general transcriptional co-activators that help NF-κB bridge with the basal transcription machinery [8]. CBP/p300 interact with a large array of transcription factors to integrate multiple cellular signaling pathways [9],[10] and also possess chromatin-remodeling capabilities owing to their histone- and transcription factor–acetylating properties.

To date, it is widely believed that in the nucleus NF-κB recruits CBP/p300 to its target promoter sites, and in this process it must compete with various other cellular transcription factors for the limiting amounts of CBP/p300 [11]. However, in recent genome-wide analyses of gene promoters/enhancers using ChIP-chip and ChIP-seq technology, p300 has emerged as a prominent marker for enhancers [12]. p300 is also pre-loaded in most of the promoters and enhancers of NF-κB-regulated genes marked with histone-H3 lysine 4 trimethyl (H3K4me3) and histone H3 lysine 4 monomethyl (H3K4me1), respectively, in unstimulated THP-1 and HeLa cells [13]. In light of these new findings, the question arises that if p300 is already preloaded on the promoter/enhancer regions of the NF-κB target genes, then what is the role of NF-κB:CBP/p300 binding in the NF-κB activated transcription.

Among the NF-κB proteins, RelA is the most potent, ubiquitously expressed and well-studied family member. It contains a TAD, which can be further divided into two regions, TA1 and TA2, as depicted in Figure 1A [14]. Although the activation of the NF-κB pathway is extensively studied [15], mechanistic details of the transcription initiation process by NF-κB at the promoter site are limited [16]. This can partly be attributed to the lack of any structural information and limited overall knowledge of RelA–TAD [17],[18]. The interaction of RelA with CBP/p300 represents a key step in the initiation of transcription of a subset of RelA-activated genes [19]. RelA interacts with CBP/p300 in a bipartite manner—the RHR domain of RelA contacts the KIX domain of CBP/p300 and the TAD of RelA contacts the TAZ1 (also known as the CH1) domain of CBP/p300 [20]. The former interaction requires RelA-phosphorylation at a well-conserved Ser276 residue. Although both the RHR:KIX and TAD:TAZ1 interactions contribute to transcriptional activation of RelA-dependent genes, phosphorylation of Ser276 is considered critical for the RelA:CBP/p300 interaction [20]. It remains unclear whether the interaction between the RelA–TAD and the TAZ1 domain of CBP/p300 can activate transcription of RelA-target genes independent of RelA(Ser276) phosphorylation or vice versa. In addition to CBP/p300, RelA also interacts with a number of other proteins for the transcriptional activation of its target genes through its TAD, and hence a detailed knowledge of the TAD:TAZ1 binding is a necessary prelude to any mutations in the RelA–TAD, which can selectively abrogate RelA:CBP/p300 interaction [16].

**Figure 1:**
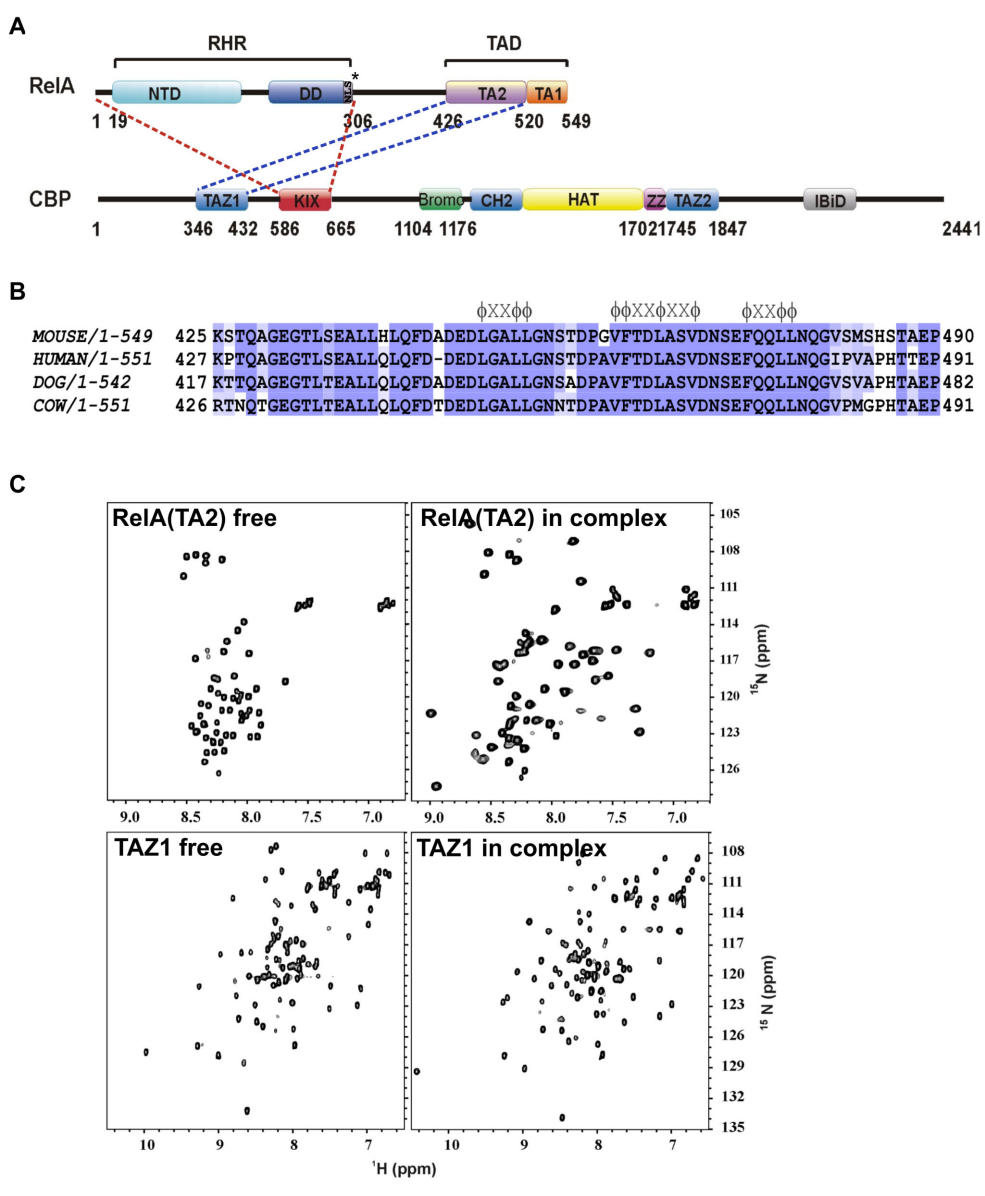
The intrinsically disordered RelA transactivation domain folds on the TAZ1 domain of CBP. (A) Schematic of domain organization of RelA and CBP. The approximate boundaries for CBP were taken from the uniprotkB database (primary accession number P45481). * denotes the nuclear localization signal (NLS). (B) Sequence alignment of mammalian RelA–TA2 region. The ψXXψψ motifs and the ψψXXψXXψ sequence are marked over the sequence, where ψ is a hydrophobic residue and X can be any residue. The sequence alignment was done using Jalview Version 2 software [77]. (C) [^15^N-^1^H]-HSQC spectra of ^15^N labeled free RelA–TA2 (425–490) (upper left panel), ^15^N labeled RelA–TA2 in complex with unlabeled TAZ1 (340–349) (upper right panel), ^15^N labeled free TAZ1 (lower left panel), and ^15^N labeled TAZ1 in complex with unlabeled RelA–TA2 (lower right panel). [^15^N-^1^H]-HSQC spectra with narrow dispersion in the ^1^H dimension as observed for the free RelA–TA2 fragment indicate unstructured protein.

As an initial step towards elucidating the role of NF-κB:CBP/p300 interaction in transcription of NF-κB-regulated genes, we determined the solution structure of the mouse RelA–TA2 (a subdomain of TAD) in complex with the TAZ1 domain of mouse CBP. The structure reveals the high affinity binding of RelA–TA2 through its well-conserved hydrophobic sites (Figure 1B) in a series of grooves on the TAZ1 surface. The structure enabled us to design point mutants of RelA, which selectively abrogated the RelA–TAD:CBP–TAZ1 binding, thereby allowing us to gain detailed insight into the molecular determinants of the RelA:CBP/p300 interaction. Using these RelA mutants defective in CBP/p300 binding, we performed a genome-wide analysis of the genes influenced by the RelA:CBP/p300 interaction to confirm the differential role of the two interaction sites on the RelA regulated transcriptome. We found genes like *nfkbia* and *ptgs2*, which were previously considered independent of RelA:CBP/p300 interaction [19], were actually dependent on it. The dependence of *nfkbia* expression on RelA:CBP/p300 interaction explains how this interaction regulates the temporal profile of nuclear NF-κB (nNF-κB) following TNFα stimulation. Furthermore, we revisited the model of CBP/p300 recruitment by RelA using Chromatin Immunoprecipitation (ChIP) assay. Our study confirmed that CBP/p300 is preloaded on the promoter regions of our set of RelA target genes, thus indicating that RelA:CBP/p300 interaction might be vital for recruitment of RelA to its target promoter sites.

## Results

### Mapping of the CBP–TAZ1 Binding Site on RelA–TAD

The RelA–TAD:CBP–TAZ1 interaction was previously mapped to RelA(477–504) region [20] (Figure 1A). We found only a weak interaction between this RelA fragment and TAZ1 as compared to the whole RelA–TAD [RelA(425–549)] and therefore scanned the entire TAD for TAZ1 binding using GST pull-down assays (Figure S1). A RelA construct spanning residues Lys425–Pro490 (in the TA2 region) emerged as the minimal fragment with maximal affinity to TAZ1. This fragment (henceforth referred to as RelA–TA2) was also optimal for structural analysis by NMR spectroscopy (Figure S1B,C). This highly acidic RelA–TA2 fragment is unstructured in its free state, as observed from the narrow dispersion of peaks in the [^15^N-^1^H]–HSQC spectrum, but exhibits a well-dispersed spectrum indicative of a folded structure when in complex with TAZ1 (Figure 1C).

### Structure of CBP–TAZ1 in the RelA–TA2:CBP–TAZ1 Complex

The structure of the complex between RelA–TA2 (residues 425–490) and CBP–TAZ1 (residues 340–439) was determined using distance and dihedral angle restraints derived from heteronuclear NMR experiments (see Table 1 for NMR statistics). TAZ1 is a scaffolding domain that interacts with intrinsically disordered TADs of various transcription factors, which fold upon complex formation [21]–[23]. The overall structure of TAZ1 in the complex (Figure 2) resembles that of TAZ1 in its free state (RMSD 1.6 Å) and in complex with other protein targets like HIF-1α (RMSD 1.8 Å), CITED2 (1.4 Å), and STAT2 (RMSD 1.3 Å) [21],[23]–[25]. As observed in our structure, the TAZ1 fold comprises four α-helices (α_1_, α_2_, α_3_, and α_4_) arranged in a roughly tetrahedral shape and is stabilized by three zinc atoms, each of which is bound to three Cys residues and one His residue. A prominent surface feature of the TAZ1 domain is a series of interlinked hydrophobic grooves that bind intrinsically disordered TADs (Figure S2).

**Figure 2:**
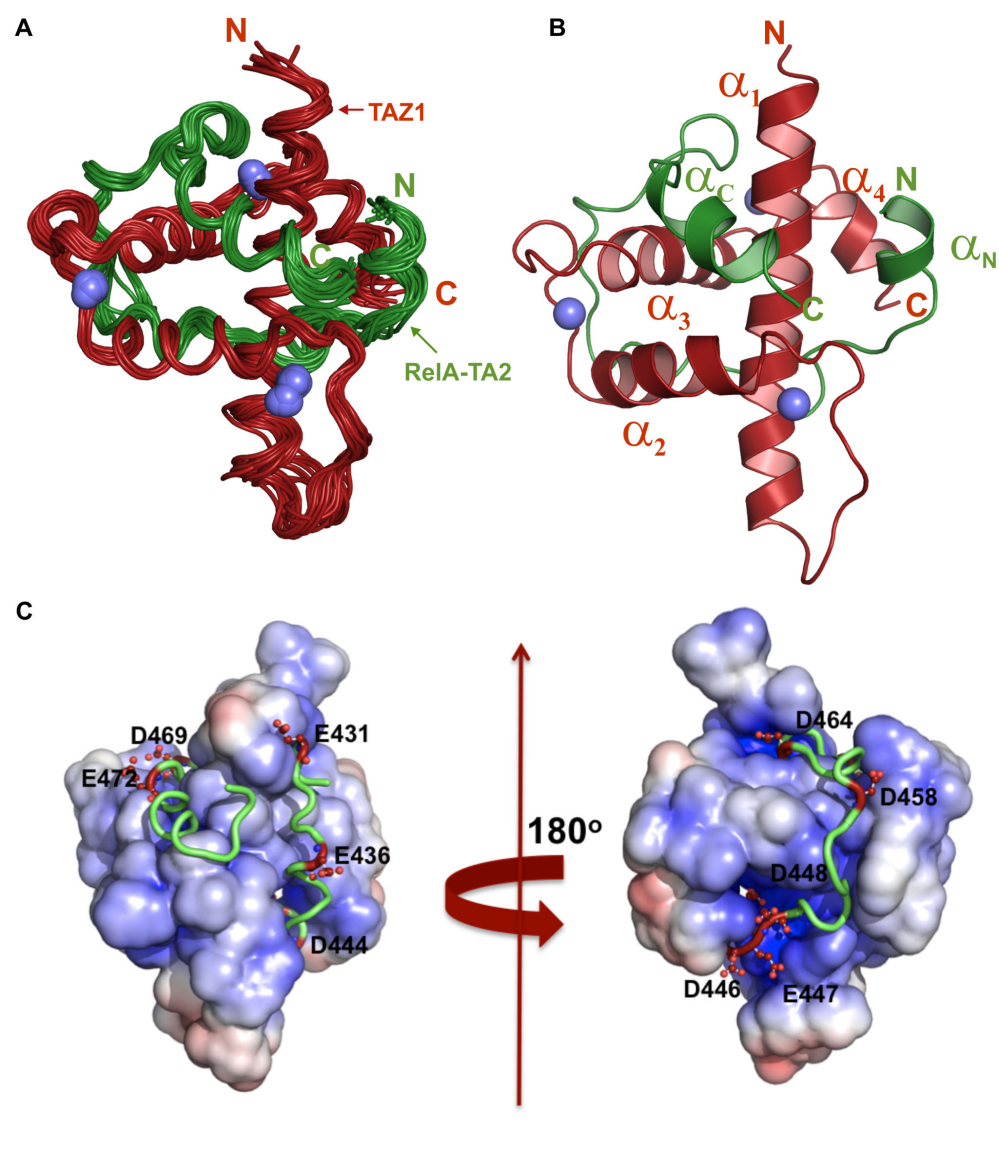
NMR structure of the RelA–TA2:CBP–TAZ1 complex. RelA–TA2 is shown in green and TAZ1 in red. The three Zn^2+^ ligands are depicted in blue. The ordered region of the RelA fragment (Leu434–Val481) and TAZ1 (Ala345–Asp437) is depicted unless otherwise mentioned. (A) Twenty superimposed lowest energy NMR structures of RelA–TA2:CBP–TAZ1 complex. (B) Cartoon depiction of the lowest energy model of RelA–TA2:CBP–TAZ1 complex. (C) Electrostatic potential of solvent accessible surface of TAZ1 in complex with RelA–TA2. The positive potential is shown in blue and the negative in red. RelA–TA2 is shown as green ribbon with its acidic residues shown as red ball-and-sticks. RelA fragment (Gly430–Met483) is depicted in this figure.

**Table 1:** NMR and refinement statistics for protein structures.

Statistics	RelA(TA2):TAZ1
NMR distance and dihedral constraints	
Distance constraints	
Total NOE	2,012
Intra-residue	684
Inter-residue	
Sequential (|i – j| = 1)	448
Medium-range (2< = |i – j|< = 4)	441
Long-range (|i – j|> = 5)	186
Intermolecular	253
Hydrogen bonds	0
Total dihedral angle restraints	
φ	110
ψ	109
Structure statistics	
Violations (mean and s.d.)	
Distance constraints (Å)	0.08±0.02
Dihedral angle constraints (°)	0.62±0.03
Max. dihedral angle violation (°)	0.64
Max. distance constraint violation (Å)	0.21
Deviations from idealized geometry	
Bond lengths (Å)	0.0103±0.0007
Bond angles (°)	2.657±0.052
Average pairwise r.m.s. deviation** (Å)	
Heavy	1.208
Backbone	0.722

** Pairwise r.m.s. deviation was calculated among 20 refined structures for the regions (TAZ1): K349–A372, T386–N434; (RelA(TA2): L434–V481.

The Ramachandran plot of the RelA(TA2):TAZ1 structure, 92.0% of the backbone dihedral angles were in the most favorable region, 7.9% in the additionally allowed region, 0% in the generously allowed region, and 0% in the disallowed region.

### Structure of RelA–TA2 in the RelA–TA2:CBP–TAZ1 Complex

In the RelA–TA2:TAZ1 structure, the N- and C-terminal regions of the RelA–TA2 fragment used for structural analysis (Lys425–Thr433 and Ser482–Pro490, respectively) are dynamically disordered, with zero or negative [^1^H]-^15^N heteronuclear NOEs (Figure S3A), and hence are omitted from the structures shown in Figure 2A,B. Our structure shows that RelA–TA2, essentially the Leu434–Val481 region, entirely wraps around TAZ1 in a predominantly extended conformation by docking itself through its well-conserved bulky hydrophobic residues into the interlinked hydrophobic grooves of TAZ1 (Figure 2 and Figure S4A). The C-terminal region (Glu471–Asn477) of RelA–TA2 folds into one short helix α_C_ that is anchored to the hydrophobic pocket formed by packing of α_1_, α_2_, and α_3_ helices of TAZ1 (Figure 2B). Likewise, the N-terminal region (Leu434–Leu439) of RelA–TA2 also forms a short helix α_N_, which is docked into the shallow hydrophobic groove formed at the junction of α_1_ and α_4_ of TAZ1. The α_N_ helix is dynamically disordered with only about 30% of the helical population, as calculated from the magnitude of the C-alpha and carbonyl secondary chemical shifts [26] (Figure S3B), and the small value of the [^1^H]-^15^N heteronuclear NOE (∼0.3–0.5 for the α_N_ residues) confirms that this region is highly flexible on the nanosecond time scale (Figure S3A). RelA–TA2 also forms two additional helical turns, Leu449–Leu452 and Leu465–Val468, which make hydrophobic contacts in the α_1_–α_2_–α_3_ and α_1_–α_3_ interfaces of TAZ1, respectively. The hydrophobic interactions are complemented by electrostatic interactions between the highly acidic RelA–TA2 region and the strongly electropositive surface of TAZ1. The region from Asp444–Asp448 in RelA–TA2 is particularly acidic, with four out of five residues being negatively charged, and passes through a deep cleft in the TAZ1 surface that is lined with basic residues (Lys366, Arg368, Arg369, Lys419, Lys438, Arg439) (Figure 2C). Our structural analysis was further corroborated by ITC experiments carried out at two different salt concentrations to study the electrostatic contribution of the binding event. Increasing the NaCl concentration from 50 to 150 mM weakened RelA–TA2:TAZ1 binding by 4-fold, consistent with a significant electrostatic contribution to binding from the complementary charges on TAZ1 and the RelA–TA2 region (Table 2).

**Table 2:** Summary of dissociation constants and thermodynamic parameters obtained from ITC experiments.

RelA Peptides	Conc. NaCl (mM)	Dissociation Constants (nM)	ΔH (kcal/mol)	TΔS (kcal/mol)
425–508 wt	50	57.0±3.2	−5.9±0.1	3.9±0.1
425–508 (S467D)	50	41.2±0.3	−6.5±0.1	3.5±0.1
425–508 wt	150	244.4±11.3	−7.2±0.1	1.8±0.1
441–508 wt	150	386.8±33.4	−8.3±0.4	0.5±0.5
425–508 (L449A)	150	1,604.5±194.1	−5.4±0.3	2.5±0.3
425–508 (L465A)	150	1,706.8±434.5	−2.4±0.3	5.5±0.5
425–508 (F473A)	150	NB*	NB*	NB*
425–508 (S467D)	150	173.9±7.2	−7.8±0.1	1.4±0.1

* NB = No Binding under experimental conditions.

Thermodynamic parameters of binding are mentioned along with standard deviation (s.d.).

### RelA–TA2 Anchors on CBP–TAZ1 Through Multiple Hydrophobic Residues

The structure of the RelA–TA2:TAZ1 complex revealed that several hydrophobic residues in RelA–TA2 mediate binding within the exposed hydrophobic grooves of TAZ1. The RelA–TA2 amino acid residues, which extensively interact with the hydrophobic pockets of TAZ1, belong to two ψXXψψ motifs and a ψψXXψXXψ sequence (Figure 3A), where ψ is a bulky hydrophobic residue (Leu, Val or Phe in RelA–TA2) and X can be any residue (Figure 1B). The ψXXψψ motif is a generalization of the LXXLL motifs that are known to mediate protein–protein interactions [27]. Furthermore, Val481, Phe443, and the Leu residues belonging to the α_N_ helix of RelA–TA2 also contribute to complex formation as observed from the intermolecular NOEs (Figure S4B).

**Figure 3:**
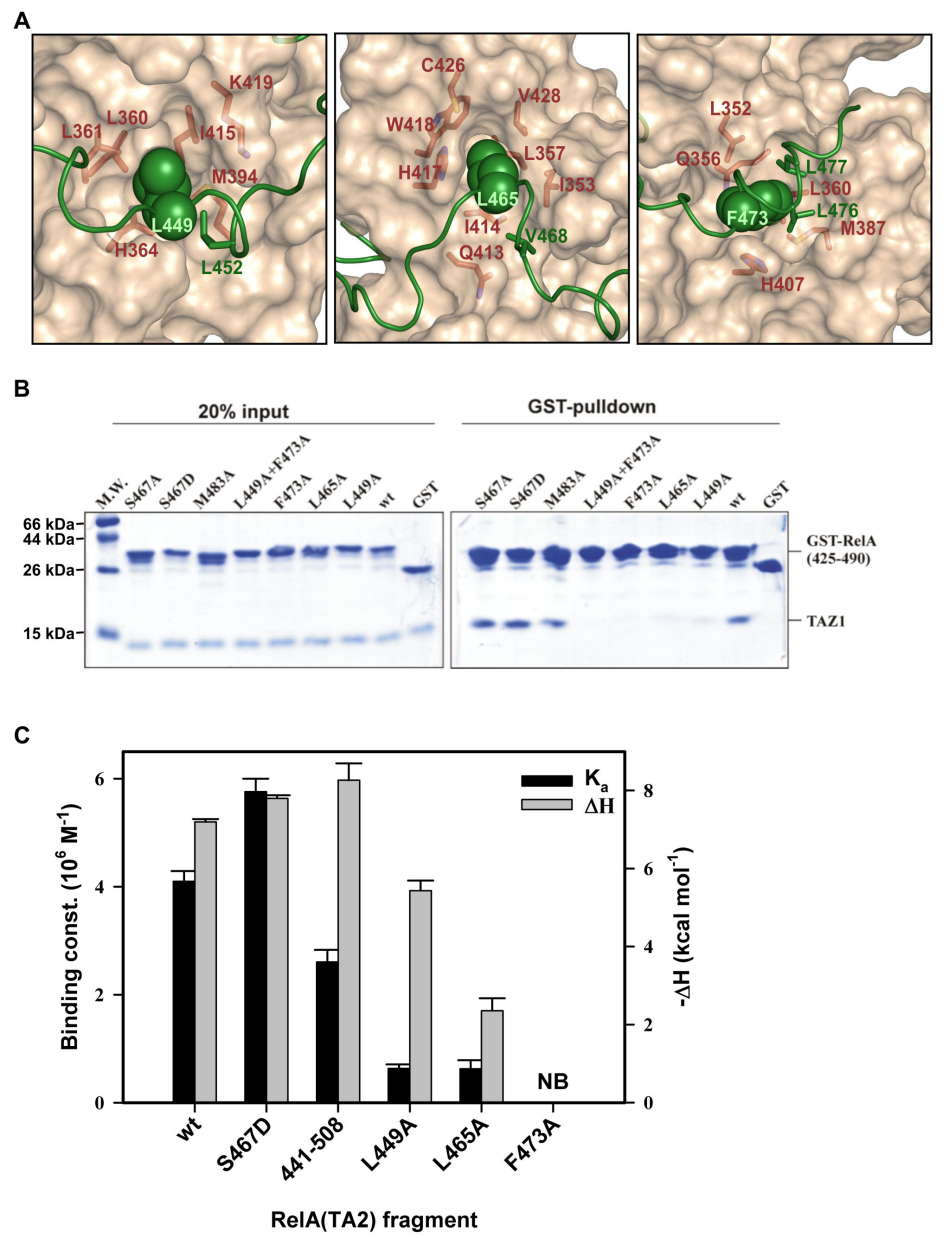
RelA–TA2 docks itself onto a series of interlinked hydrophobic grooves of TAZ1 through a number of hydrophobic residues, which serve as anchor points. Disruption of any of the anchor points leads to the destabilization of the whole binding architecture of the complex. ∼2,800 Å^2^ of RelA–TA2 surface area are buried upon formation of RelA–TA2:TAZ1 complex. (A) Leu449 (left panel), Leu465 (middle panel), and Phe473 (right panel) residues of RelA–TA2 (shown as green spheres) buried into each face of the interlinked hydrophobic grooves of TAZ1. Residues of TAZ1 making contacts with the above mentioned hydrophobic residues of RelA are shown as red sticks. The other hydrophobic residues of RelA–TA2—namely, Leu452, Val468, Leu476, and Leu477—making vital contacts with TAZ1 are depicted as green sticks. (B) GST-pulldown experiments performed on the RelA–TA2 mutants binding to TAZ1. RelA fragment (Lys425–Pro490) with N-terminal GST-tag was used as the wild-type protein. All the mutations were made using this construct as a template. (C) Vertical bar chart of the association constants (left vertical axis, black bars) and enthalpy change (right vertical axis, grey bars) obtained from the ITC binding isotherms of the RelA–TA2:TAZ1 interaction corresponding to the respective RelA–TA2 wt and mutants (see Figure S5). The Leu449Ala and Leu465Ala mutants in RelA–TA2 lead to diminished association constants accompanied with decreased negative enthalpy change. The Phe473Ala mutant showed no binding (NB).

To investigate the role of the ψXXψψ motifs, we substituted alanine for Leu449 and Phe473 of RelA, each of which represents the first ψ residue of the motif. Both Leu449 and Phe473 are deeply buried in the molecular interface and participate in extensive hydrophobic interactions (Figures 1B and 3A). We also replaced the third ψ residue of ψψXXψXXψ sequence with Ala–Leu465Ala (Figure 3A, middle panel and Figure S4A). All three RelA mutants showed diminished to completely abrogated TAZ1 binding in the GST-pulldown assays (Figure 3B) and isothermal calorimetric (ITC) experiments (Figure S5, Table 2, Figure 3C), confirming the critical role of hydrophobic interactions in stabilizing the complex. The Leu449Ala and Leu465Ala substitutions each led to a 7-fold decrease in the TAZ1 binding affinity (Figure 3C and Table 2). As seen in the structure, the side chain of Leu465 is fully buried into a deep narrow hydrophobic pocket formed by Ile353, Leu357, Gln413, Ile414, His417, Trp418, Cys426, and Val428 of TAZ1 and Val468 of RelA (Figure 3A, middle panel and Figure S4A). This interaction contributes significantly to enthalpic stabilization of the complex, since the Leu465Ala substitution greatly decreases the enthalpic contribution to TAZ1 binding (Figure 3C). Leu449 binds in a shallower hydrophobic pocket, and accordingly substitution by alanine causes far less enthalpic destabilization (Figure 3A, left panel). The Phe473Ala mutation led to a complete loss of TAZ1 binding. In the structure, the side chains of Phe473, Leu476, and Leu477 (all the ψ residues of this ψXXψψ motif) are accommodated in the hydrophobic groove of TAZ1 (Figure 3A, right panel and Figure S4A). This arrangement is destabilized in the Phe473Ala mutant, leading to complete loss of TAZ1 binding. We speculate that a similar effect would be observed for Leu476Ala and Leu477Ala mutants.

Apart from the above-mentioned residues of RelA–TA2, the contacts between TAZ1 and the disordered α_N_ helix of RelA–TA2 contribute slightly to formation of the RelA–TA2:TAZ1 complex (Figure S4B). N-terminal truncation to remove residues Lys425–His440, thereby eliminating the entire α_N_ helix, decreases the affinity by only 1.6-fold (Figure 3C and Table 2). Likewise, deletion of residues Ser486–Pro490 from the disordered C-terminal end of RelA had no effect on TAZ1 binding (Figure S1D). However, further truncation to remove Val481–His485 greatly impaired binding by eliminating hydrophobic contacts between Val481 of RelA(TA2) and the side chains of Leu359, Leu381, and Pro382 in TAZ1. Replacement of Met483 by alanine had no effect on binding (Figure 3B), confirming that RelA residues beyond Val481 do not contribute to the interaction.

In summary, our structure shows that RelA–TA2 spirals through the exposed hydrophobic pockets of TAZ1 and anchors itself on TAZ1 at a number of points. As observed from the mutation studies, disruption of any of these anchoring residues of RelA–TA2 leads to the destabilization of the entire binding architecture of the entire complex.

### Possible Role of Phosphorylation in RelA–TA2:CBP–TAZ1 Binding

The RelA–TA2 region also contains a well-conserved Ser467 (Ser468 in human RelA), which is a known phosphorylation site. Depending upon the stimulus, this site can be phosphorylated by GSK3β, IKKε, or IKKβ and plays a critical role in transcriptional regulation of NF-κB dependent genes [28]–[31]. Ser467 resides in the ψψXXψXXψ sequence of RelA–TA2 (Figure 1B), and in the complex it is close to the cluster of basic residues at the N-terminus of helix α_1_ of TAZ1. Our ITC experiments show that a phosphomimetic mutant, RelA(Ser467Asp), binds TAZ1 with about 1.4-fold higher affinity than wild type RelA–TA2 and exhibits the same dependence on ionic strength, suggesting an enhanced but still nonspecific electrostatic interaction (Table 2 and Figure 3C). Thus, the increased negative charge of phosphoserine would likely enhance TAZ1 binding even further over nonphosphorylated RelA.

### Comparative Binding Analysis of RelA–RHR:CBP–KIX and RelA–TA2:CBP–TAZ1 Interactions

In addition to the RelA–TA2:TAZ1 interaction, the RelA–RHR interacts with CBP–KIX via p-Ser276–RelA [20]. We compared the binding of RHR to KIX and TA2 to TAZ1 by GST-pulldown assay using nuclear extracts (NEs) of wild-type 3T3 cells stimulated with TNFα for 30 min. KIX and TAZ1 were purified as GST-fusion proteins and used to pull down nuclear-RelA (nRelA). As seen in Figure 4A, significantly lower amounts of nRelA were pulled down by GST–KIX compared to GST–TAZ1, which can be due to either of the two possibilities or both: first, a lower binding affinity of RelA–RHR:KIX compared to RelA–TA2:TAZ1 complex, and second, presence of only a small fraction of p-Ser276–RelA in the total pool of nRelA. In this context, we compared the binding affinities reported in the literature for KIX with other target proteins [32],[33] and found the reported binding affinities for KIX complexes typically 10–100-fold lower than those observed for various TAZ1 complexes [32],[33].

**Figure 4:**
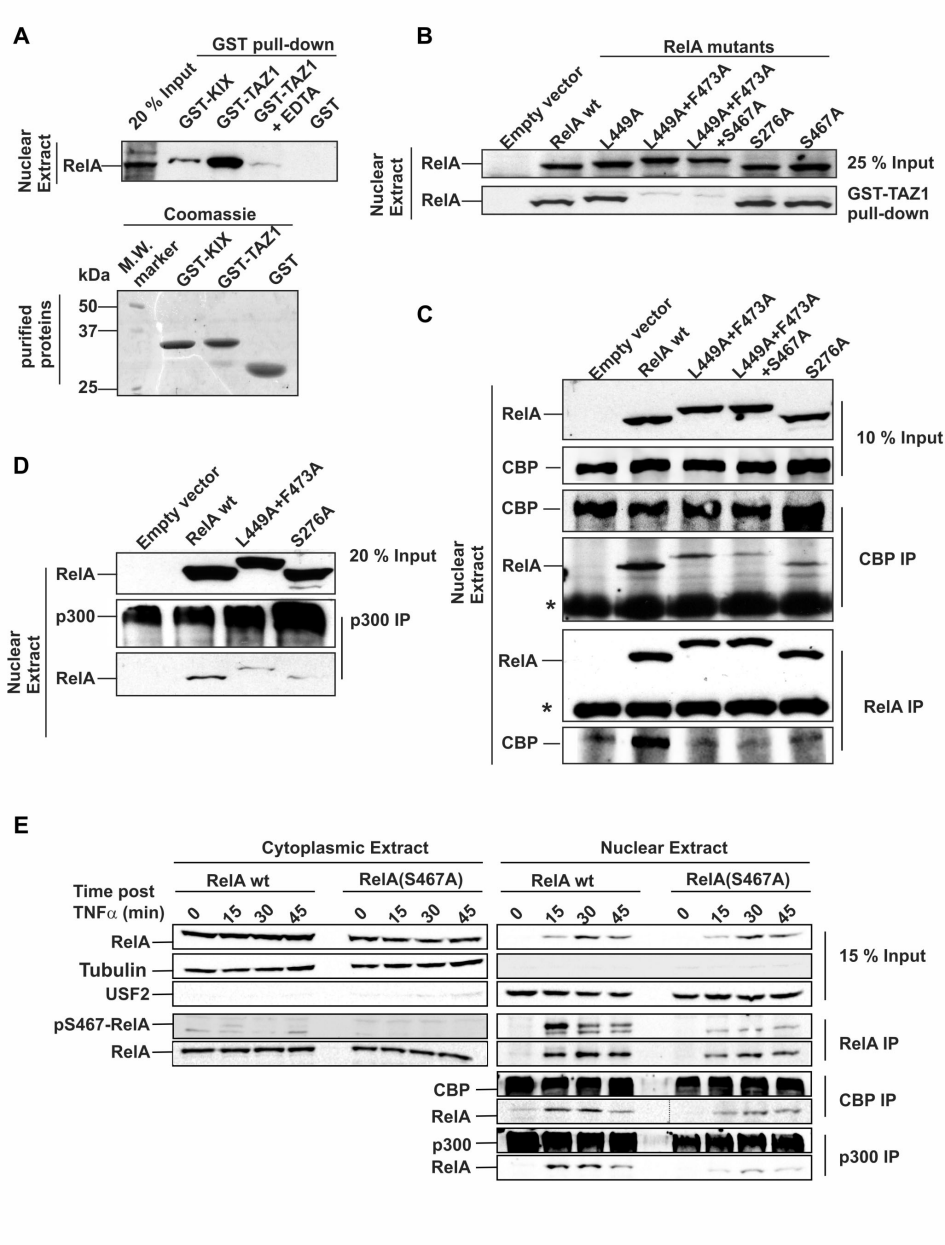
Separating the components of the bipartite RelA:CBP interaction to delineate their individual roles. (A, Upper panel) GST-pulldown assay using in-vitro purified GST–KIX/GST–TAZ1 to pull down nRelA from NEs of wild-type 3T3 cells stimulated with TNFα for 30 min. EDTA was used to remove the Zn^2+^ from TAZ1, thereby disrupting the TAZ1 structure. (Lower panel) Coomassie-stained SDS-PAGE gel showing the inputs for the GST-tagged proteins. (B) GST-pulldown assay using in vitro purified GST–TAZ1 to pull down nRelA from the NEs of RelA(wt/mutants) reconstituted *rela* ^−^/^−^ cells stimulated with TNFα for 30 min. RelA(Leu449Ala+Phe473Ala) and RelA(Leu449Ala+Phe473Ala+Ser467Ala) mutants have slower mobility on SDS-PAGE gels due to unknown reasons. The expression level of the RelA(Ser276Ala) mutant in the reconstituted cell line was lower than that for the RelA(wt) (see Figure S6). Hence, a 3-fold excess of NEs was used for the RelA(Ser276Ala) mutant in this experiment. (C) Interaction of endogenous CBP with nRelA from the NEs of RelA(wt/mutants) reconstituted *rela* ^−^/^−^ cells stimulated with TNFα for 30 min studied by co-immunoprecipitation assay of CBP/RelA followed by immunoblotting by RelA/CBP. The amount of NEs used for RelA(Ser276Ala) mutants was three times that of RelA(wt/TA2) mutants due to its lower expression levels. The RelA(Ser276Ala+Leu449Ala+Phe473Ala) mutant, which could potentially abolish the total RelA:CBP interaction, showed low and inconsistent expression and hence was not used in this study. * denotes IgG heavy chain. (D) The RelA mutants defective in RelA:CBP interaction also are defective binding to p300. The co-IP experiments for p300 was performed similarly to those in panel (C) of this figure. (E) RelA phosphorylated at Ser467 has higher CBP/p300 binding potential than the nonphosphorylated form. The immunoprecipitation assay was performed with α-RelA on CE (left column panels) and NE (right column panels) of *rela* ^−^/^−^ cells reconstituted with RelA(wt) or RelA(Ser467Ala) mutant at three different time intervals after being stimulated with TNFα (5 ng/ml) in addition to the unstimulated cells. Co-immunoprecipitation assays were performed with α-CBP and α-p300 on NE in exactly the same manner as for the IP experiments above. The recruitment of nRelA by CBP/p300 is similar at 15 min relative to 30 min but diminishes at 45 min after TNFα stimulation despite the concentration of total RelA in the nucleus being significantly lower at 15 min after stimulation. Identical co-IP experiments with the RelA(Ser467Ala) mutant shows a direct proportionality in CBP/p300 binding with the concentrations of total nRelA at the different time points after stimulation. This indicates that the exclusively nuclear p-Ser467–RelA whose concentration peaks at about 10 to 15 min post-TNFα stimulation possesses a higher binding affinity for CBP/p300 compared to the nonphosphorylated form.

Overall, in either possible scenarios the total amount of RelA–TA2 bound to TAZ1 is significantly higher than that of RelA–RHR bound KIX, which should be reflected in a subset of RelA-activated genes that is regulated through RelA–TA2:TAZ1 interaction and is independent of p-Ser276–RelA:KIX binding.

### RelA–TA2 Mutants Selectively Abrogate the RelA:TAZ1 Component of the Bipartite RelA:CBP/p300 Interaction

Next, we studied the role of the critical hydrophobic residues of RelA–TA2 (Leu449, Leu465, and Phe473) on TAZ1 binding in the context of full-length RelA. We used *in vitro* purified GST-tagged TAZ1 to pull down full-length wild-type (wt) or mutant RelA (Figure 4B) from the NEs of TNFα treated *rela* ^−^/^−^ cells (see Materials and Methods) reconstituted with RelA(wt/mutants). We found that the RelA mutants, namely RelA(Leu449Ala+Phe473Ala) and RelA(Leu449Ala+Phe473Ala+Ser467Ala), were completely defective in binding to TAZ1 (Figure 4B). As expected, the Ser276Ala mutation had no effect on TAZ1 binding. Interestingly, the RelA(Leu449Ala) mutant did not show any noticeable decrease in binding affinity, contrary to the impaired TAZ1 binding observed in our *in vitro* GST pulldown and ITC experiments. A possible explanation is that *in vivo* posttranslational modifications like the phosphorylation of the well-conserved Ser467 could potentially mitigate the effects of the Leu449 mutation, thus increasing binding affinity of the RelA–TA2 to TAZ1, as observed by ITC experiments (Figure 3C and Table 2). Additionally, in the context of full-length RelA, the other domains of RelA could further influence the RelA–TA2:TAZ1 binding.

The above experiments established the minimal subset of mutations required in RelA to selectively prevent its interaction with the TAZ1 domain of CBP. These RelA mutants along with the RelA(Ser276Ala) were further tested for their interaction with endogenous CBP by coimmunoprecipitation (co-IP). Binding of all three RelA mutants [RelA(Leu449Ala+Phe473Ala), RelA(Leu449Ala+Ser467Ala+Phe473Ala), and RelA(Ser276Ala)] to endogenous CBP was impaired relative to RelA(wt) (Figure 4C). However, the disruption of either component of the RelA:CBP interaction—RHR:KIX or TA2:TAZ1—diminished but could not completely abrogate the entire RelA:CBP interaction. The RelA(Leu449Ala+Phe473Ala) and RelA(Ser276Ala) mutants were equally defective in binding to p300 (Figure 4D), whose TAZ1 domains share high sequence identity with CBP [22].

### Role of RelA(Ser467) Phosphorylation in RelA:CBP/p300 Interaction

To further elucidate the role of Ser467 in RelA:CBP/p300 binding, we first studied the RelA(Ser467) phosphorylation event both spatially and temporally following TNFα stimulation. As shown in Figure S6A, the amount of p-Ser467–RelA is negligible in the unstimulated cells. Phosphorylation increases within 5 min of TNFα stimulation, reaching its maximum at 10 to 15 min followed by gradual dephosphorylation starting at 20 min after stimulation. We confirmed the presence of p-Ser467–RelA exclusively in the nucleus [34] (Figure 4E). The timing of RelA nuclear entry coincides with the p-Ser467–RelA maximum, indicating a possible correlation between the Ser467 phosphorylation event and an enhanced early RelA:CBP/p300 interaction. This correlation holds true only if Ser467 phosphorylation contributes towards increasing the affinity. To confirm this, co-IP experiments with α-CBP and α-p300 using NEs of RelA(wt) and RelA(Ser467Ala) mutants at three different time points after TNFα stimulation (Figure 4E) in addition to unstimulated condition were performed. Interestingly, in the RelA(wt) reconstituted cells, despite lower amounts of nRelA at 15 min than at 30 min of TNFα treatment, equivalent amounts of RelA co-immunoprecipitated with CBP/p300. The amount of nRelA bound to CBP/p300 at 45 min after TNFα stimulation diminished significantly. The nonlinearity of the amounts of nRelA co-immunoprecipitated with CBP/p300 with respect to the nRelA concentration is attributed to the enhanced binding affinity of p-Ser467–RelA for CBP/p300, as this nonlinearity was not observed for the identical experiment performed using RelA(Ser467Ala) mutant reconstituted *rela* ^−^/^−^ cells (Figure 4E, Figure S6B).

Despite the role of p-Ser467–RelA in RelA:CBP/p300 binding, RelA(Leu449Ala+Phe473Ala) mutant [henceforth known as the RelA(TA2) mutant] was selected for further gene expression experiments due to two reasons: First, it had the minimal number of mutations required to impair the RelA–TA2:TAZ1 interaction. Second, RelA(Ser467) is a key determining factor for various other processes in the NF-κB pathway [28],[35],[36], which could further complicate and lead to misinterpretation of our experimental observations. Therefore, the RelA(Leu449Ala+Ser467Ala+Phe473Ala) mutant was not used further in this study.

### RelA–TA2:TAZ1 Drives the Transcription of a Subset of NF-κB Target Genes Independent of RelA(Ser276) Phosphorylation

Next we investigated the effect of RelA:CBP/p300 interaction on the inducible expression profile of NF-κB target genes by qRT-PCR. Expression of the target genes was tested in the *rela* ^−^/^−^ cells reconstituted with RelA(wt/mutants) following TNFα stimulation. Fibroblast cells were used because in this cell type the NF-κB-driven transcription is mainly carried out by the RelA subunit [16],[37]. *rela* ^−^/^−^ cells reconstituted with an empty vector were used as a control, which also ensured that the genes tested were RelA dependent. The set of nine RelA-dependent genes are well-studied early TNFα responsive genes (Figure 5A) [16],[19],[38]. In this gene set, *ptgs2* and *nfkbia* are NF-κB target genes believed to be independent of RelA:CBP/p300 interaction [19].

**Figure 5:**
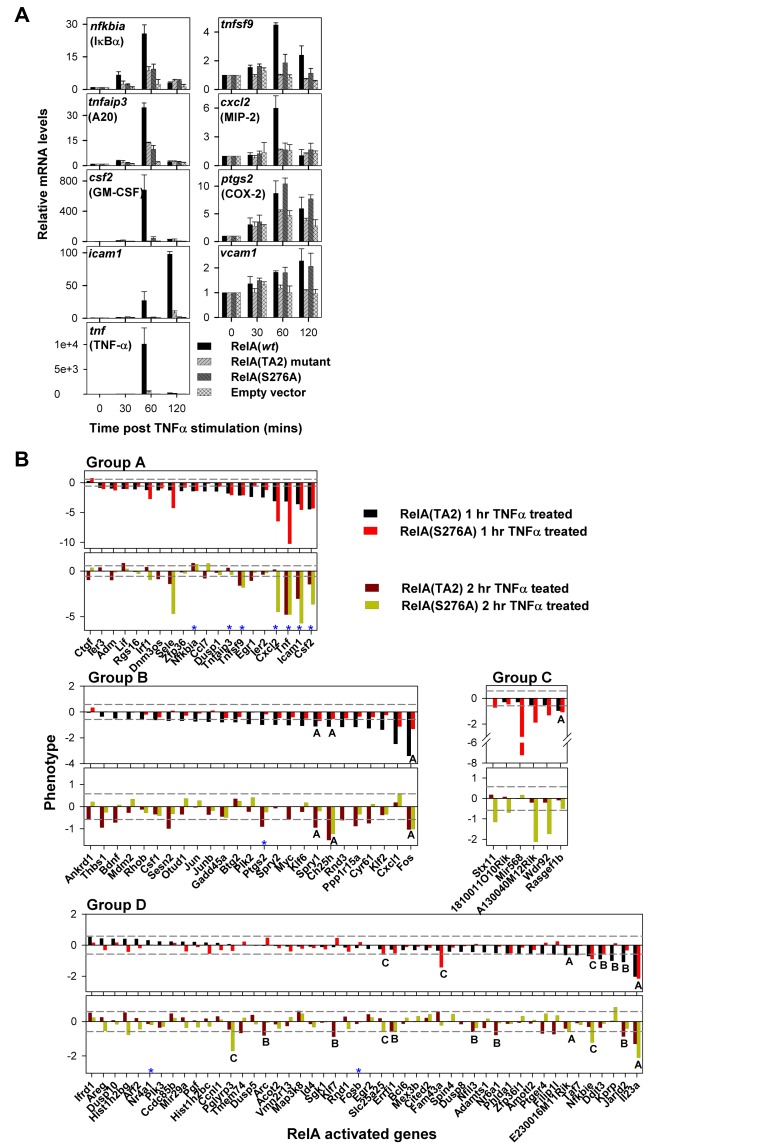
A subset of RelA:CBP/p300 dependent genes is independent of RelA(Ser276) phosphorylation. (A) Total RNA was isolated and purified from unstimulated cells at 30, 60, and 120 min of TNFα stimulation and prepared for analysis by RT-PCR. GAPDH was used as a reference and the 0 min time point for each cell line was used as the calibrator. The respective protein products of the genes (with names other than the gene name) are in parentheses. The *rela* ^−^/^−^ cell line reconstituted with empty vector was included to ensure that RelA regulates the genes under study. The genes with their respective gene accession numbers (mouse) are as follows: *csf2* (NM_009969), *cxcl2* (NM_009140), *icam1* (NM_010493), *nfkbia* (NM_010907), *ptgs2* (NM_011198), *tnf* (NM_013693), *tnfaip3 variant 1* (NM_009397), *tnfaip3 variant 2* (NM_001166402), *tnfsf9* (NM_009404), and *vcam1* (NM_011693). Note that *tnfaip3* has two variants. (B) The RelA–TA2:TAZ1 interaction activates a set of RelA target genes independent of p-Ser276RelA. The expression phenotype was determined for 99 genes that undergo at least 2-fold activation at 1 h of TNFα stimulation as compared to unstimulated RelA(wt) reconstituted *rela* ^−^/^−^ cells. These TNFα-activated genes were grouped into four groups, A–D, based on the observed expression defect (with 95% confidence) with respect to RelA(wt), in the two distinct RelA:CBP/p300 interaction defective mutant cells (see main text). The gene list was sorted according to the differences between the RelA(wt) and RelA(TA2) mutant reconstituted cells at 1 h of TNFα treatment. The genes that switch to other groups upon relaxation of the confidence limit to 67% are labeled with their prospective group names. The genes that were tested by qPCR are marked with a blue asterisk. *vcam1* did not satisfy the stringent criteria of at least 2-fold activation at 1 h of TNFα treatment and hence could not enter the list.

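In the RNA-seq libraries, the genes of Fig. 5 could be followed one by one. Tnfsf9, a ligand of the TNF family that stimulates T cells, stood at 43.2 ± 1.81 FPKM (SD, n = 2 libraries) in RelA(wt) cells at 1 h of TNFα. It stood at 15.3 ± 0.516 FPKM (SD, n = 2) in RelA(TA2) cells and at 10.1 ± 1.01 FPKM (SD, n = 2) in RelA(Ser276Ala) cells. These are log2 differences from RelA(wt) of -1.47 (SE 0.14, adjusted p = 3.05e-04 from limma) and -2.05 (SE 0.14, adjusted p = 2.30e-05). Csf2, a growth factor for granulocytes and macrophages, was listed at 14.0 and 13.1 FPKM in the RelA(wt) libraries at 1 h, at 1.24 and 0 in the RelA(TA2) libraries and at 0 in both RelA(Ser276Ala) libraries. Cxcl2, a chemokine that attracts neutrophils, had 9.58 and 7.21 FPKM in RelA(wt) cells at that time, 1.70 and 0 in RelA(TA2) cells and 0 in both RelA(Ser276Ala) libraries. Icam1, which mediates adhesion of leukocytes, and the cytokine gene Tnf were listed at 0 at 1 h in all libraries of both mutant lines, and at 3.59 and 2.55 FPKM (Icam1) and 1.25 and 1.54 FPKM (Tnf) in RelA(wt) cells. Vcam1, another adhesion molecule, had a log2 difference from RelA(wt) at 1 h of -0.72 in RelA(TA2) cells (SE 0.31, adjusted p = 0.308) and of -0.77 in RelA(Ser276Ala) cells (SE 0.31, adjusted p = 0.259), neither past the test. Fig. 5A instead shows qRT-PCR values relative to each line's own unstimulated cells, at several times. The levels given here are a different measure and do not test those values.
All 99 labels of Fig. 5B, read from the figure by eye, matched a gene tested here. Among the 20 genes labelled in Group A, 17 had a lower mean level in RelA(TA2) than in RelA(wt) cells at 1 h, and 19 in RelA(Ser276Ala) cells. Over the 16 of them listed above 0 in every line at 1 h, the median log2 difference was -0.77 in RelA(TA2) and -0.92 in RelA(Ser276Ala) cells. The 25 genes labelled in Group B had medians of -0.40 and -0.15, with 19 and 16 genes lower. The 6 genes labelled in Group C had medians of -0.59 and -0.98, with 4 lower in each mutant line. Of the 48 genes labelled in Group D, 27 were lower in each mutant line, and the 45 listed above 0 in every line had medians of -0.09 and -0.11. The difference in response is the change from 0 h to 1 h minus that of RelA(wt) cells. Over all labelled genes its medians in RelA(TA2) and RelA(Ser276Ala) cells were -1.31 and -1.09 in Group A and -0.80 and -0.31 in Group B. They were -0.52 and -1.34 in Group C and -0.20 and -0.10 in Group D. The response was smaller for 18 and 19 genes of Group A and 24 and 20 of Group B. It was smaller for 4 and 4 of Group C and 26 and 29 of Group D. The labelled genes were chosen by the study on these libraries, so their direction is not independent evidence, and no test was run on them as sets.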

Our qRT-PCR data demonstrated inducible expression for all of the genes in the chosen set following TNFα stimulation in the RelA(wt) reconstituted *rela* ^−^/^−^ cells. However, the expression of all the nine genes was significantly diminished in the cells reconstituted with RelA(TA2) mutant (Figure 5), suggesting that genes like *ptgs2* and *nfkbia*, which are believed to be independent of RelA:CBP/p300 interaction, are actually dependent on RelA:CBP/p300 binding through the RelA–TA2:TAZ1 component (Figure 5A).

On the other hand, for the RelA(Ser276Ala) reconstituted cells, only seven of the nine genes displayed reduced gene expression. The relative mRNA levels of the remaining two genes, namely *vcam1* (NM_011693) and *ptgs2*, were not affected by the RelA(Ser276Ala) mutation following TNFα stimulation (Figure 5). In our study, expression of *nfkbia*, which is believed to be independent of Ser276 phosphorylation, appeared to be partially dependent on it. The lower levels of *nfkbia* mRNA in the RelA(Ser276Ala) reconstituted cell line following TNFα stimulation as compared to those observed for RelA(wt) reconstituted cells could possibly be due to the lower expression of RelA(Ser276Ala) mutant in the cell relative to RelA(wt) and RelA(TA2) mutant (Figure S7).

### Comparative Genome-Wide Expression Analysis Reveals That a Major Set of RelA Target Genes Is Regulated by the RelA–TA2:TAZ1 Interaction

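Rela itself was measured in every library of this experiment. Its level was 156 to 187 FPKM in the 6 libraries of RelA(wt) cells, 315 to 366 FPKM in those of RelA(TA2) cells and 174 to 211 FPKM in those of RelA(Ser276Ala) cells. Before TNFα, Rela was 0.95 higher on the log2 scale in RelA(TA2) than in RelA(wt) cells (SE 0.10, adjusted p = 6.25e-04 from limma). At 1 h the difference was 0.91 (SE 0.10, adjusted p = 7.01e-04) and at 2 h it was 1.00 (SE 0.10, adjusted p = 5.43e-04). RelA(Ser276Ala) cells had a log2 difference of 0.07 before TNFα (SE 0.10, adjusted p = 0.857). These values count message from any RelA, so they check that every line carries Rela but not which mutation it carries. They do not measure protein, and the paper reports less RelA protein in RelA(Ser276Ala) than in RelA(wt) cells. It proposes that this largely explains the partial expression of nfkbia there. Differences of RelA(Ser276Ala) cells from RelA(wt) cells may thus also reflect the amount of RelA protein. Crebbp and Ep300, which encode CBP and p300, had log2 differences of -0.63 (SE 0.34, adjusted p = 0.605) and 0.05 (SE 0.30, adjusted p = 1) between 1 h and 0 h in RelA(wt) cells, neither past the test. The sign of the Crebbp difference turned with other processing, to 0.005 with the highest isoform only and 0.081 with fragments recovered from FPKM.
The experiment is RNA-seq of rela−/− fibroblasts in which RelA(wt), RelA(TA2) or RelA(Ser276Ala) was put back. RelA(TA2) cannot hold the TAZ1 domain, and RelA(Ser276Ala) lacks the serine whose phosphorylation the KIX contact needs. Cells were taken before TNFα and at 1 h and 2 h of 5 ng/ml TNFα, which makes 9 conditions and 18 libraries. The paper states that the 2 libraries of a condition are independent replicates. Reads were aligned to mm10, and the authors assembled transcripts with Cufflinks in each library by itself, with a level in FPKM for every assembled transcript.
From these levels, each assembled transcript was given to the gene that held at least 50% of its bases, or at least 50% of whose exonic bases it covered, and the FPKM of a gene's transcripts were added up. A gene with no assembled transcript in a library is listed at 0 there, which happened in at least 1 library for 1820 of the 12230 genes tested (14.9%). The 12230 genes had at least 1 FPKM in at least 2 libraries. They were compared with limma on log2(FPKM + 0.5), with 1 mean per condition and 1 estimate of spread from all 18 libraries. Adjusted p are over all genes tested unless a sentence says otherwise.
Mapped fragments, worked out from FPKM and its confidence limits, numbered 25.3 M to 31.3 M per library (median 28.3 M). RelA(wt) libraries had 26.2 M and 30.2 M before TNFα, 29.1 M and 31.3 M at 1 h and 25.5 M and 26.3 M at 2 h. RelA(TA2) libraries had 27.9 M and 28.2 M, 27.6 M and 29 M, and 28.4 M and 28.6 M at these times, and RelA(Ser276Ala) libraries had 28.6 M and 30.1 M, 25.3 M and 28.1 M, and 26 M and 29.5 M. The levels of the 2 libraries of a condition correlated across genes with Pearson's r of 0.899 to 0.913, and genes are not independent replicates. Because a gene assembled in pieces can carry too high an FPKM in a library, each gene's fragments, per M fragments in genes, were also recovered from FPKM, its confidence limit and transcript length, a measure chosen after the files were seen.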

To ascertain the effect of the RelA:CBP/p300 interaction on the RelA-regulated transcriptome, we carried out RNA-seq analysis of total mRNA isolated from RelA(wt/mutants) reconstituted cells prior to TNFα stimulation as well as at two different times points after TNFα stimulation (Figure 5B). 

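At 1 h of TNFα, genes of inflammation and of the immediate-early response rose in RelA(wt) cells. Cxcl1, a chemokine that attracts neutrophils, was listed at 0 in both libraries before TNFα and at 173 and 200 FPKM at 1 h. Ccl20, a chemokine for dendritic cells and lymphocytes, went from 0 in both libraries to 42.6 and 36.0 FPKM, and Cxcl10, a chemokine for T cells, from 0 to 26.1 and 73.6 FPKM. Egr1, an immediate-early transcription factor, rose from 14.5 ± 1.41 FPKM (SD, n = 2 libraries) to 649 ± 72.6 FPKM (SD, n = 2), a log2 fold change of 5.43 (SE 0.27, adjusted p = 7.66e-07 from limma). Irf1, which drives interferon-stimulated genes, rose by 3.67 on the log2 scale (SE 0.19, adjusted p = 9.75e-07).
Of 19 cytokines and chemokines tested, 12 rose and none fell (15 higher when adjusted over the list alone), and the list stood above other genes (adjusted p = 2.77e-41 from limma's camera). Among them, Lif, a cytokine of the interleukin-6 family, rose by 3.47 (SE 0.16, adjusted p = 3.53e-07), Ccl2, a chemokine for monocytes, by 2.11 (SE 0.20, adjusted p = 1.76e-04) and Csf1, the growth factor of macrophages, by 1.39 (SE 0.11, adjusted p = 3.83e-05). Of 26 immediate-early transcription factors and regulators, 15 rose and none fell (19 higher when adjusted over the list alone, camera adjusted p = 1.97e-46). Btg2, which restrains proliferation, rose by 3.38 (SE 0.15, adjusted p = 3.19e-07), and Klf6, a zinc-finger transcription factor, by 2.54 (SE 0.10, adjusted p = 2.07e-07). Of 12 inhibitors that feed back on MAP kinases, 5 rose (8 over the list alone, camera adjusted p = 1.39e-13), among them Dusp1, a phosphatase, at 2.98 (SE 0.26, adjusted p = 9.49e-05) and Spry2 at 2.13 (SE 0.15, adjusted p = 1.25e-05).
Of 18 p53 targets, 5 rose and 1 fell (9 and 2 over the list alone, camera adjusted p = 9.00e-07). The kinase gene Plk2 rose by 2.72 (SE 0.31, adjusted p = 6.45e-04) and the cell death gene Pmaip1 by 0.94 (SE 0.09, adjusted p = 1.78e-04). Sesn1, a stress regulator, was the gene that fell, by 1.30 (SE 0.16, adjusted p = 0.00142); with recovered fragments its change was -0.20 (adjusted p = 0.497). Of 13 cytoskeletal targets of YAP and SRF, 5 rose (6 over the list alone, camera adjusted p = 1.66e-08), and of 12 genes of the integrated stress and unfolded protein response, 3 rose (8 over the list alone, camera adjusted p = 5.02e-08). Of 20 NF-κB inhibitors, NF-κB subunits and regulators of TNF-receptor ubiquitin, 3 rose (3 higher and 1 lower over the list alone, camera adjusted p = 2.27e-04, and with an estimated correlation between genes an adjusted p = 0.0509). They were Nfkbia, Tnfaip3 and Nfkbiz, an atypical IκB, which rose by 4.01 (SE 0.34, adjusted p = 7.64e-05). Of 10 adhesion molecules and matrix proteases, 1 rose, Icam1 (4 over the list alone, camera adjusted p = 9.22e-04).
Interferon-stimulated and antigen-processing genes (18 tested), survival and cell death regulators (14) and extracellular matrix and fibroblast markers (19) each had 1 gene that rose, Irf1, Bcl2l1 and Lox, and none of these lists stood apart (camera adjusted p = 0.318, 0.130 and 0.318). No member passed the test in 12 lists with 96 tested members; 6 of these were higher and 2 lower at an unadjusted p under 0.05 from limma, and 2 were higher with recovered fragments. These lists hold RelA, co-activators and TNF receptor signalling, cell cycle, heat shock, cholesterol, ribosomal protein and histone genes, and markers of macrophages, endothelium, epithelium, muscle, fat and nerve. The 5 histone genes made without a poly(A) tail, listed as a possible sign of RNA selection, had a median of 0.88 (camera adjusted p = 0.0106). Their fragments rose from 50.5 to 97.8 per M here. They rose from 14.6 to 54.7 in RelA(TA2) and from 29.0 to 47.8 in RelA(Ser276Ala) cells. Among them, Hist1h2bc, labelled in Group D of Fig. 5B, rose by 1.04 with recovered fragments. The list therefore cannot tell RNA selection from a response to TNFα. With an estimated correlation the histone list had an adjusted p = 0.130, and the list calls other than these 2 held.
Over all 12230 genes, 124 rose and 61 fell at an adjusted p under 0.05 from limma. With recovered fragments, chosen after the files were seen, 414 genes rose and 424 fell among 11765 tested.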

The set of genes activated upon TNFα stimulation was classified into four groups: Group A contains genes that are dependent on both the interaction components of the RelA:CBP/p300 complex. Group B contains those dependent only on the RelA–TA2:TAZ1 interaction. Group C contains genes that are dependent only on p-Ser276–RelA, and Group D contains TNFα activated genes, which are RelA regulated but are altogether independent of RelA:CBP/p300 interaction, or the genes that are activated by transcription factors other than RelA. The RNA-seq data revealed that a majority of the RelA:CBP/p300 target genes belong to Group B (25 genes) followed by Group A (20 genes) and Group C (six genes). 

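Of the 95 genes that rose at least 2-fold in RelA(wt) cells at 1 h of TNFα, 35 fell into Group A, 12 into Group B, 16 into Group C and 32 into Group D by their level at 1 h. By the difference in response from 0 h to 1 h, the groups held 36, 24, 7 and 28 genes, which turns the order of Groups B and C. Group A held 8 cytokines and chemokines and 7 immediate-early regulators. Cxcl1 was at 43.6 and 51.7 FPKM in the RelA(TA2) libraries and at 39.1 and 24.2 FPKM in the RelA(Ser276Ala) libraries at 1 h, log2 differences from RelA(wt) of -1.96 (SE 0.24, adjusted p = 0.00161 from limma) and -2.58 (SE 0.24, adjusted p = 3.40e-04). Irf1 was at 64.6 ± 8.32 FPKM (SD, n = 2) in RelA(wt) cells, 32.2 ± 6.67 FPKM (SD, n = 2) in RelA(TA2) cells and 10.6 ± 0.100 FPKM (SD, n = 2) in RelA(Ser276Ala) cells. Group C held 3 cytokines and chemokines: Ccl7, a chemokine for monocytes, was at 95.7 ± 15.0 FPKM (SD, n = 2) in RelA(wt), 126 ± 7.26 in RelA(TA2) and 34.0 ± 5.52 in RelA(Ser276Ala) cells.
A gene was placed by whether its level at 1 h was below that of RelA(wt) cells, with limma's p adjusted over the 95 activated genes. Irf1 was lower by 1.00 in RelA(TA2) cells (SE 0.19, adjusted p = 9.12e-04), with a difference of -2.55 in RelA(Ser276Ala) cells (SE 0.19, adjusted p = 7.80e-07). Egr1 had differences of -1.66 (SE 0.27, adjusted p = 3.72e-04) and -0.88 (SE 0.27, adjusted p = 0.0163), and Dusp1 of -1.74 (SE 0.26, adjusted p = 2.60e-04) and -0.72 (SE 0.26, adjusted p = 0.0369). Adjusted over all genes, the difference in RelA(Ser276Ala) cells had a p of 0.129 for Egr1 and 0.203 for Dusp1. In Group C, Ccl7 was lower by 1.48 in RelA(Ser276Ala) cells (SE 0.19, adjusted p = 6.97e-05), with 0.40 in RelA(TA2) cells (SE 0.19, adjusted p = 0.0992). Ccl2 had -0.71 in RelA(Ser276Ala) cells (SE 0.20, adjusted p = 0.0113) and 0.44 in RelA(TA2) cells (SE 0.20, adjusted p = 0.0866). Both were already lower before TNFα in RelA(Ser276Ala) cells, Ccl7 by -1.22 (SE 0.19, adjusted p = 0.0117 over all genes) and Ccl2 by -1.43 (SE 0.20, adjusted p = 0.00700 over all genes). By the change from 0 h to 1 h, Ccl7 rose less in RelA(TA2) cells (-1.31, SE 0.27, adjusted p = 0.00264 over the 95 genes, 0.112 over all genes) and its difference in RelA(Ser276Ala) cells was -0.26 (SE 0.27, adjusted p = 0.475), which is Group B. For Ccl2 these were -0.16 (SE 0.28, adjusted p = 0.607) and 0.72 (SE 0.28, adjusted p = 0.0609), which is Group D.
At 1 h, 7 Group A genes were listed at 0 in both RelA(TA2) libraries and 9 in both RelA(Ser276Ala) libraries. Over the 26 Group A genes listed above 0 in every line, the median difference was -1.35 in RelA(TA2) and -1.76 in RelA(Ser276Ala) cells. Over 15 such genes of Group C it was 0.05 and -0.91. RelA(TA2) cells were above RelA(Ser276Ala) cells at 1 h for 10 of the 16 Group C genes (14 when adjusted over the group alone), a comparison added after the groups were seen. Since Group C was formed on these libraries, these counts are not independent evidence. In Group A, 1 gene was lower and 4 were higher in RelA(TA2) than in RelA(Ser276Ala) cells.

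**Figure D1:**
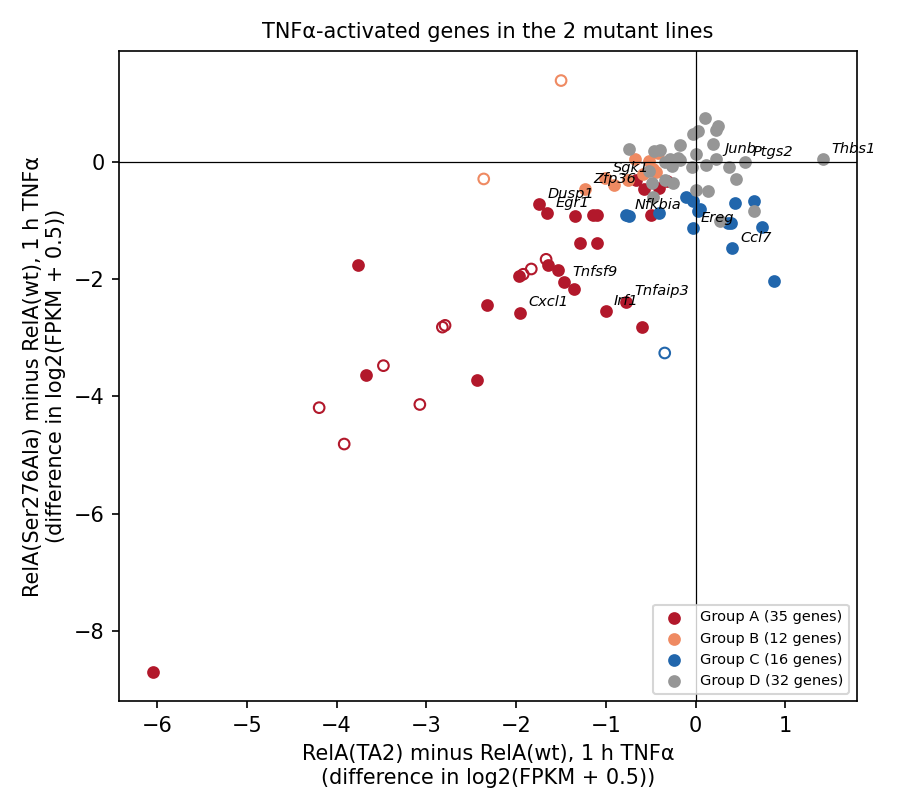
Each point is one of the 95 genes activated in RelA(wt) cells, placed by its difference from RelA(wt) at 1 h of TNFα in log2(FPKM + 0.5), for RelA(TA2) on the horizontal and RelA(Ser276Ala) on the vertical axis, with 2 libraries per condition. Open points are genes listed at 0 in a mutant line, whose position is set by the 0.5 added before the logarithm; the 35 Group A genes lie below 0 on both axes and the 16 Group C genes below 0 on the vertical axis.

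The genes were chosen for high values in the RelA(wt) libraries at 1 h and then compared with those libraries, so noise there can raise the counts of Groups A to C. Bmp1 of Group A, which rose by 4.41 in RelA(wt) cells, had a change of -0.02 with recovered fragments, and 25 of the 35 Group A genes were in Group A on both measures. Leaving out 1 of the 2 RelA(wt) libraries at 1 h gave 75 (without replicate 1) or 103 (without replicate 2) genes in Group A, and without replicate 2 there were 163 activated genes; Group B held 6 and Group C 26 genes without RelA(TA2) 1 h replicate 1, and Group C held 10 without RelA(Ser276Ala) 1 h replicate 1. With recovered fragments, 139 genes were activated and split into 33, 13, 31 and 62, and of the 79 genes activated on both measures 70 kept their group. From the sizes of the groups in Fig. 5B, the paper states that RelA:CBP/p300 targets belong mostly to Group B, ahead of Groups A and C. It concludes from these experiments that the contact of RelA–TA2 with TAZ1 controls some RelA targets apart from the phosphorylation of Ser276.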

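Among the 95 activated genes, the 32 in which no decrease passed the test in either mutant line at 1 h (Group D) included 4 cytoskeletal targets of YAP and SRF. One of them, Cyr61, a secreted matrix protein, was at 444 ± 187 FPKM (SD, n = 2 libraries) in RelA(wt), 398 ± 203 in RelA(TA2) and 479 ± 251 in RelA(Ser276Ala) cells. Its difference in response in RelA(TA2) cells was -1.29 (adjusted p = 0.0999 from limma over the 95 genes). With recovered fragments this was -1.26 (adjusted p = 0.00702 over the 139 genes activated with fragments), which is Group B. Thbs1, another matrix glycoprotein, was higher in RelA(TA2) than in RelA(wt) cells at 1 h, by 1.42 on the log2 scale (SE 0.20, adjusted p = 0.00363 from limma), and already before TNFα, by 1.80 (SE 0.20, adjusted p = 8.17e-04). Ankrd1, a cytoskeletal and nuclear regulator, was higher in RelA(Ser276Ala) cells at 1 h, by 0.61 (SE 0.12, adjusted p = 0.0254), and its difference in RelA(TA2) cells was 0.26 (SE 0.12, adjusted p = 0.356). The paper's figure labels Cyr61, Thbs1 and Ankrd1 in Group B. By the difference in response Thbs1 and Ankrd1 stay in Group D on both measures. Group D also held 3 immediate-early regulators, 2 genes of the stress response, 2 p53 targets, 1 cytokine and 1 inhibitor of MAP kinases.
Ptgs2, the inducible enzyme of prostaglandin synthesis, was at 121 ± 9.50 FPKM (SD, n = 2) in RelA(wt), 177 ± 9.59 in RelA(TA2) and 122 ± 21.7 in RelA(Ser276Ala) cells at 1 h. Its differences from RelA(wt) were 0.55 (SE 0.32, adjusted p = 0.486) and -0.01 (SE 0.32, adjusted p = 1), and before TNFα it was 2.19 higher in RelA(TA2) cells (SE 0.32, adjusted p = 0.00426). Its rise from 0 h to 1 h was smaller in RelA(TA2) than in RelA(wt) cells, by -1.65 (SE 0.45, adjusted p = 0.00898 from limma over the 95 activated genes and 0.254 over all genes). In RelA(Ser276Ala) cells the difference was -0.26 (SE 0.45, adjusted p = 0.651 over the 95 genes). By this difference in response Ptgs2 stands in Group B, and with recovered fragments as well (-0.91, adjusted p = 3.10e-04 over the 139 genes activated with fragments). Without RelA(wt) 1 h replicate 2 its difference in RelA(Ser276Ala) cells was 0.08, and with recovered fragments it was higher in RelA(TA2) cells at 1 h, by 0.60 (adjusted p = 0.00154). Junb, a partner of Fos, had differences of 0.23 (SE 0.21, adjusted p = 0.696) and 0.04 (SE 0.21, adjusted p = 0.991). Mdm2, the ligase that removes p53, had -0.28 in RelA(TA2) cells (SE 0.23, adjusted p = 0.644), and with recovered fragments it was lower there, by 0.43 (adjusted p = 0.00110), which puts it in Group B.
Fosb and Nr4a1, immediate-early transcription factors, did not pass the test of activation in RelA(wt) cells. Fosb had a log2 change of 1.56 at 1 h (SE 0.44, adjusted p = 0.171) and Nr4a1 of 1.44 (SE 0.62, adjusted p = 0.455). With recovered fragments both rose, Fosb by 2.57 (adjusted p = 2.62e-06) and Nr4a1 by 2.82 (adjusted p = 1.39e-04), and both belonged to Group D. On that measure Fosb was higher in RelA(Ser276Ala) than in RelA(wt) cells at 1 h, by 0.79 (adjusted p = 0.00805). Over the 32 Group D genes, the median difference from RelA(wt) at 1 h was -0.01 in RelA(TA2) cells (-0.74 to 1.42) and 0.01 in RelA(Ser276Ala) cells (-1.01 to 0.75). A gene stands in Group D when no decrease passed the test at 2 libraries per condition, which does not show equal levels.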

A sizable number of RelA target genes belong to RelA:CBP/p300 independent Group D (48 genes) (Figure 5B). 

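In 12 activated genes, Group B, the level at 1 h of TNFα was below RelA(wt) in RelA(TA2) cells by the test. No decrease passed it in RelA(Ser276Ala) cells, although 8 of the 12 were lower there by value. Among the 12, Zfp36, which destabilises cytokine messages, was at 31.6 ± 4.85 FPKM (SD, n = 2 libraries) in RelA(wt), 13.7 ± 5.35 in RelA(TA2) and 22.9 ± 5.09 in RelA(Ser276Ala) cells. Myc, which drives growth, was at 84.7 ± 8.89 FPKM (SD, n = 2) in RelA(wt), 63.0 ± 5.17 in RelA(TA2) and 94.0 ± 1.55 in RelA(Ser276Ala) cells. The group held 5 immediate-early regulators, Atf3, Jun, Klf2, Myc and Zfp36, and further Areg, a ligand of the EGF receptor, Sgk1, a kinase, Rgs16, Rhob, Srrm4, Kif5c and 1810011O10Rik. Srrm4 and Kif5c were listed at 0 in both RelA(TA2) libraries at 1 h.
With limma's p adjusted over the 95 activated genes, Zfp36 was lower in RelA(TA2) cells, by a log2 difference of -1.23 (SE 0.25, adjusted p = 0.00156), and its difference in RelA(Ser276Ala) cells was -0.46 (SE 0.25, adjusted p = 0.145). Sgk1 was lower in RelA(TA2) cells by 1.01 (SE 0.15, adjusted p = 2.60e-04), against -0.28 (SE 0.15, adjusted p = 0.149). Areg was lower by 0.67 (SE 0.14, adjusted p = 0.00192), against 0.05 (SE 0.14, adjusted p = 0.817). Klf2, a zinc-finger factor, was lower by 0.75 (SE 0.19, adjusted p = 0.00635), against -0.31 (SE 0.19, adjusted p = 0.198), and Myc by 0.42 (SE 0.13, adjusted p = 0.0163), against 0.15 (SE 0.13, adjusted p = 0.339). Jun was lower by 0.52 (SE 0.18, adjusted p = 0.0304).
The mutant lines were also compared with each other at 1 h, a comparison added after the groups were seen. RelA(TA2) cells were below RelA(Ser276Ala) cells for 5 of the 12 genes by limma's p adjusted over all genes (9 when adjusted over the group alone) and above them for none; at an unadjusted p under 0.05 from limma 10 were below and none above. Areg differed by -0.72 (SE 0.14, adjusted p = 0.0241), Sgk1 by -0.73 (SE 0.16, adjusted p = 0.0332) and Myc by -0.58 (SE 0.13, adjusted p = 0.0388). Srrm4 and Kif5c were the other two. Kif5c was also higher in RelA(Ser276Ala) than in RelA(wt) cells at 1 h, by 1.38 (SE 0.31, adjusted p = 0.0418), so that its difference between the mutant lines comes from both. Before TNFα it was listed at 0 in RelA(wt) and at 5.68 and 2.91 FPKM in RelA(Ser276Ala) cells. Since the group was formed on these libraries, the counts are not independent evidence.
By the difference in response from RelA(wt), Jun, Klf2, Rhob, Srrm4 and Zfp36 stay in Group B. Areg, Atf3, Sgk1 and 1810011O10Rik go to Group D, and Rgs16, Kif5c and Myc to Group A, Myc with -1.22 in RelA(TA2) (SE 0.18, adjusted p = 3.86e-04) and -0.57 in RelA(Ser276Ala) cells (SE 0.18, adjusted p = 0.0231), both over the 95 genes. In the change from 0 h to 1 h, no gene of the group differed between RelA(TA2) and RelA(Ser276Ala) cells over all genes; 4 did when adjusted over the group alone and 8 at an unadjusted p under 0.05 from limma. Myc rose less in RelA(TA2) cells (-0.65, adjusted p = 0.0172 over the group) and so did Klf2 (-0.95, adjusted p = 0.0172 over the group), while Atf3 rose more (1.48, adjusted p = 0.0172 over the group). Before TNFα, Atf3 stood below RelA(wt) in RelA(TA2) cells by 2.84 (SE 0.27, adjusted p = 2.74e-04), Areg by 0.99 (SE 0.14, adjusted p = 0.00394) and Sgk1 by 0.74 (SE 0.15, adjusted p = 0.0304), whereas Myc stood above it by 0.80 (SE 0.13, adjusted p = 0.00747). With recovered fragments Zfp36 was also lower in RelA(Ser276Ala) cells (-0.88, adjusted p = 0.00312), and without RelA(TA2) 1 h replicate 1 the group held 6 genes.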

Based on these experiments, it is clear that the RelA–TA2:TAZ1 interaction regulates a subset of RelA target genes independent of p-Ser276–RelA. Thus, the subset of RelA-activated genes dependent on RelA:CBP/p300 interaction is much larger than previously believed.

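Of the 95 genes activated in RelA(wt) cells at 1 h of TNFα, 63 (66.3%) were below RelA(wt) in at least 1 mutant line, 47 in RelA(TA2) and 51 in RelA(Ser276Ala) cells. With recovered fragments these were 77 of 139 (55.4%). How this share holds with a lone RelA(wt) library at 1 h cannot be judged. The genes would be chosen in that library and then compared with it, so its noise would raise the share. Among cytokines and chemokines, 8 of the 19 tested were below RelA(wt) in RelA(TA2) cells and none was above (8 over the list alone), and in RelA(Ser276Ala) cells 10 were below and none above (14 over the list alone). With recovered fragments 8 of them stood in Group A, and Ccl2 was higher in RelA(TA2) cells, by 0.55 (adjusted p = 0.00777 over the 139 genes). The fragments of the whole list summed to 1437 per M in RelA(TA2), 1409 in RelA(wt) and 683 in RelA(Ser276Ala) cells at 1 h. Ccl20 was at 7.07 and 6.58 FPKM in RelA(TA2) cells and at 1.95 and 3.18 FPKM in RelA(Ser276Ala) cells, log2 differences of -2.44 (SE 0.20, adjusted p = 7.80e-05 from limma) and -3.72 (SE 0.20, adjusted p = 4.10e-06). Cxcl10 was at 2.93 and 2.64 FPKM in RelA(TA2) and at 12.2 and 13.1 FPKM in RelA(Ser276Ala) cells. Il23a, a subunit of interleukin-23, went from 17.5 and 15.2 FPKM in RelA(wt) to 2.81 and 2.89 FPKM in RelA(TA2) and 1.52 and 4.23 FPKM in RelA(Ser276Ala) cells.
The cytokine list stood below other genes in both lines (camera adjusted p = 1.17e-05 in RelA(TA2) and 1.35e-18 in RelA(Ser276Ala) cells, with an estimated correlation an adjusted p = 0.0212 and 2.91e-04). Of 26 immediate-early genes, 5 were lower and 1 higher in RelA(TA2) cells (12 and 2 over the list alone, camera adjusted p = 0.00330), and 4 were lower in RelA(Ser276Ala) cells (8 lower and 1 higher over the list alone, camera adjusted p = 0.0135). With an estimated correlation the immediate-early list had an adjusted p = 0.357 and 0.374. Btg2 was lower by 1.10 (SE 0.15, adjusted p = 0.00302) and by 0.91 (SE 0.15, adjusted p = 0.0111). Of 10 adhesion molecules and matrix proteases, 2 were lower in RelA(TA2) and 3 in RelA(Ser276Ala) cells (3 in each over the list alone, camera adjusted p = 0.0259 and 0.0212). With an estimated correlation the adhesion list had an adjusted p = 0.114 and 0.133.
In RelA(TA2) cells, 3 of 18 p53 targets were lower (3 over the list alone, camera adjusted p = 4.39e-04), among them Perp, a membrane protein of cell death, by 0.89 (SE 0.08, adjusted p = 2.37e-04). Targets of YAP and SRF were higher there, 3 of 13 (5 over the list alone, camera adjusted p = 6.64e-06). Acta2, smooth muscle actin, was higher by 2.10 (SE 0.28, adjusted p = 0.00244) and Tagln, an actin-binding protein, by 1.44 (SE 0.22, adjusted p = 0.00527). In RelA(Ser276Ala) cells, 3 of 23 cell cycle genes were higher (10 over the list alone, camera adjusted p = 1.38e-05), and 2 of 19 extracellular matrix and fibroblast markers were lower (4 over the list alone, camera adjusted p = 8.42e-04). With an estimated correlation these had an adjusted p = 0.230 and an adjusted p = 0.111, and the p53 and YAP lists an adjusted p = 0.0212 and 0.0231. The named genes already differed before TNFα: Perp was at -0.90 (SE 0.08, adjusted p = 2.29e-04), Acta2 at 1.68 (SE 0.28, adjusted p = 0.00862) and Tagln at 0.93 (SE 0.22, adjusted p = 0.0471) at 0 h, and none of the 3 differed in response. The cell cycle and matrix lists of RelA(Ser276Ala) cells also stood apart at 0 h (camera adjusted p = 2.47e-06 for each, with an estimated correlation an adjusted p = 0.235 and 0.0376). Cd68, a macrophage marker, was lower in RelA(TA2) cells by 1.31 (SE 0.26, adjusted p = 0.0239), and Tubb3, a neural marker, was lower in RelA(Ser276Ala) cells by 0.86 (SE 0.16, adjusted p = 0.0188) and before TNFα (-1.06, SE 0.16, adjusted p = 0.00994). The other neural marker tested, Nes, had -0.08 at 1 h (SE 0.56, adjusted p = 1) and with recovered fragments was higher, by 2.33 (adjusted p = 1.86e-05). In 3 further calls a list stood apart while no member passed the test over all genes. In RelA(TA2) cells the list of 12 stress response genes stood lower (2 members over the list alone, 3 at an unadjusted p under 0.05 from limma, camera adjusted p = 0.0322). The list of 23 cell cycle genes stood higher there (none over the list alone, 5 at an unadjusted p under 0.05 from limma, camera adjusted p = 8.28e-04). With an estimated correlation these had an adjusted p = 0.415 and an adjusted p = 0.357. The third call is of the 5 histone genes made without a poly(A) tail, a possible sign of RNA selection. They were lower in RelA(Ser276Ala) cells (1 over the list alone, 3 at an unadjusted p under 0.05 from limma, camera adjusted p = 0.0212, with an estimated correlation an adjusted p = 0.236). They held 97.8 fragments per M in RelA(wt), 54.7 in RelA(TA2) (camera adjusted p = 0.143) and 47.8 in RelA(Ser276Ala) cells at 1 h. A difference in RNA selection between the libraries is not excluded. Since these genes rose with TNFα in every line, a difference in their response is not excluded either. Over all genes, 138 were higher and 204 lower in RelA(TA2) than in RelA(wt) cells at 1 h, and 177 and 174 in RelA(Ser276Ala) cells. With recovered fragments these were 1063 and 1397, and 1360 and 1297. For RelA(Ser276Ala) cells median-of-ratios scaling gave 121 higher and 197 lower. Leaving out 1 library took that split from 73 and 181 (without RelA(wt) 1 h replicate 2) to 216 and 129 (without RelA(Ser276Ala) 1 h replicate 2).
Both lines were set against the same RelA(wt) libraries. Of the 95 genes 35 were lower in both, and over all genes 69 were lower and 30 higher in both (509 and 460 with recovered fragments). Independent lists would share 25.2 of the 95 genes, and 2.9 and 2 over all genes (154 and 123 with fragments), values that leave out the shared libraries. Simulated libraries without any difference give almost no calls in either line, so their 0 shared calls set no level for these counts. The differences of the lines correlated at 0.492, against 0.5 in simulation from the shared libraries alone. Their covariance was 0.304, against 0.184 in simulation (0.211 and 0.0864 with fragments), and shared libraries add the same covariance with or without real differences.
In a test added after these values were seen, each line was set against 1 of the 2 RelA(wt) libraries at 1 h. A lone library has no spread of its own, so the counts of this test rest on that of other conditions. Over all genes, 129 and 114 were lower in both lines when these shared a library, and 44 and 39 when each had its own (3.12 and 2.94 if independent). With recovered fragments these were 204 and 234, and 198 and 196. The covariance with separate libraries was 0.0785 and 0.123 (0.116 and 0.128 with fragments). With a shared library it was 0.550 and 0.466 (0.314 and 0.286 with fragments). With FPKM, part of the 69 can thus come from the shared libraries. Of the 95 genes, 28 and 31 were lower in both lines with a shared library and 29 and 29 with separate ones (18.9 and 19.5 if independent). The 95 genes were still chosen in both RelA(wt) libraries, which can raise these counts. Of 84 genes activated in RelA(Ser276Ala) cells, chosen without the RelA(wt) libraries, 26 were lower and 3 higher in RelA(TA2) than in RelA(wt) cells at 1 h. Of 98 genes activated in RelA(TA2) cells, 28 were lower and 6 higher in RelA(Ser276Ala) than in RelA(wt) cells. With recovered fragments these were 30 lower and 11 higher of 99, and 53 lower and 20 higher of 171. These counts, with limma's p adjusted over the genes chosen, were added after the others were seen, and they leave out genes that a mutant line no longer activates.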

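Nfkbia encodes IκBα, the inhibitor that holds NF-κB in the cytoplasm, and Tnfaip3 encodes A20, which edits ubiquitin on signalling proteins of the TNF receptor. In RelA(wt) cells Nfkbia was at 34.1 and 14.2 FPKM before TNFα, at 272 and 395 FPKM at 1 h and at 41.9 and 33.7 FPKM at 2 h. At 1 h it was at 193 and 190 FPKM in RelA(TA2) cells and at 187 and 162 FPKM in RelA(Ser276Ala) cells. Tnfaip3 reached 283 and 274 FPKM at 1 h in RelA(wt) cells, 167 and 158 FPKM in RelA(TA2) cells and 55.0 and 50.7 FPKM in RelA(Ser276Ala) cells. At 2 h it was at 10.6 and 10.5 FPKM in RelA(wt), 26.2 and 31.2 FPKM in RelA(TA2) and 7.12 and 6.40 FPKM in RelA(Ser276Ala) cells.
Nfkbia lies on chromosome 12 of mm10 from 55488496 to 55492725, on the minus strand, and its assembled levels fall on 6 exon blocks. It rose by 3.86 on the log2 scale in RelA(wt) cells at 1 h (SE 0.32, adjusted p = 6.24e-05 from limma). Its difference from RelA(wt) at 1 h was -0.77 in RelA(TA2) cells (SE 0.32, adjusted p = 0.286) and -0.91 in RelA(Ser276Ala) cells (SE 0.32, adjusted p = 0.185). Adjusted over the 95 activated genes alone, these have an adjusted p = 0.0635 and an adjusted p = 0.0314, which is Group C. By the difference in response from 0 h to 1 h they are -0.29 (SE 0.46, adjusted p = 0.572) and -0.17 (SE 0.46, adjusted p = 0.760), which is Group D. This response uses a RelA(wt) library before TNFα that holds Nfkbia in pieces, which can raise its FPKM there and make the rise too small. The Group D placement is therefore uncertain. With recovered fragments, chosen after the files were seen, Nfkbia rose by 5.21 in RelA(wt) cells at 1 h. On that measure the differences at 1 h were -1.23 (adjusted p = 9.28e-05) and -1.44 (adjusted p = 4.37e-05). Those in response were -1.51 (adjusted p = 7.75e-05) and -1.47 (adjusted p = 7.38e-05 over the 139 genes), which is Group A for both.
Tnfaip3 lies on chromosome 10 from 19000910 to 19015410, on the minus strand, with 9 exon blocks. It rose by 5.69 in RelA(wt) cells at 1 h (SE 0.25, adjusted p = 3.00e-07). In RelA(Ser276Ala) cells it was lower at 1 h, by a log2 difference of -2.39 (SE 0.25, adjusted p = 6.11e-04). In RelA(TA2) cells its difference was -0.77 (SE 0.25, adjusted p = 0.155, and 0.0225 over the 95 activated genes alone), and with recovered fragments -0.74 (adjusted p = 3.49e-04). At 2 h Tnfaip3 was higher in RelA(TA2) than in RelA(wt) cells, by 1.40 (SE 0.25, adjusted p = 0.0151), and its difference in RelA(Ser276Ala) cells was -0.61 (SE 0.25, adjusted p = 0.236). Nfkbia at 2 h had differences of 1.10 (SE 0.32, adjusted p = 0.108) and 0.73 (SE 0.32, adjusted p = 0.269). The first of the RelA(wt) libraries before TNFα holds Nfkbia in 2 assembled pieces, and there the recovered fragments were 16.9 per M, against 20.7 per M in the other.

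**Figure D2:**
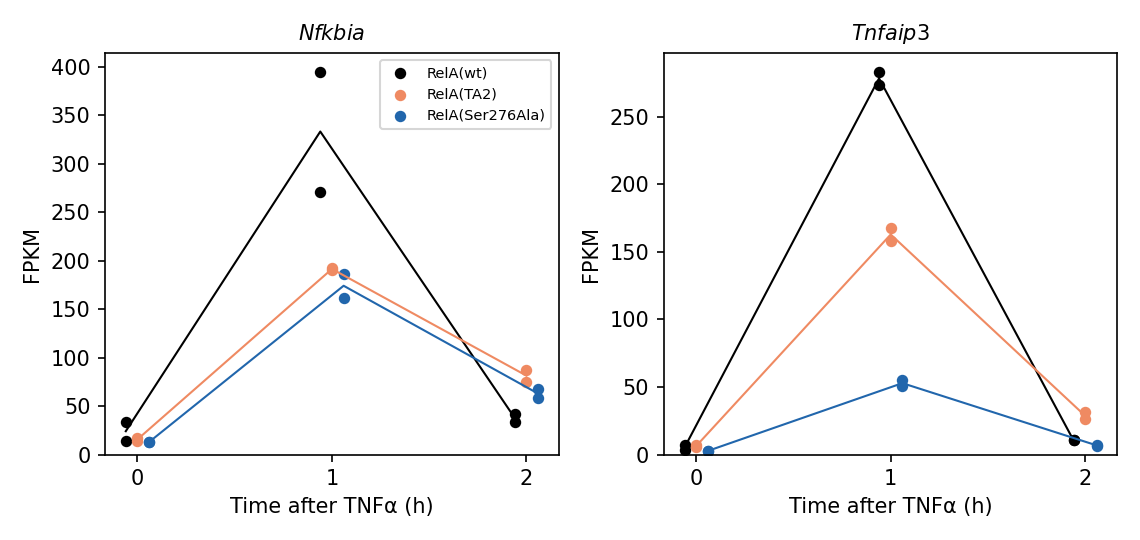
FPKM of Nfkbia (left) and Tnfaip3 (right) by hours of TNFα, with a point for each of the 2 libraries of a condition and lines through the means. At 1 h the RelA(wt) libraries stand highest for both genes, at 272 and 395 FPKM for Nfkbia and at 283 and 274 FPKM for Tnfaip3.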

The gene expression analysis revealed *nfkbia* (IκBα) and *tnfaip3* (A20), which control the negative feedback loop of the NF-κB pathway, are dependent on RelA:CBP/p300 interaction. IκBα essentially is the main NF-κB inhibitor, which strongly controls the negative feedback and is responsible for the fast turnoff of the NF-κB response after TNFα treatment in fibroblast cells [39]. Therefore, we asked whether reduced expression of *nfkbia* due to defective RelA:CBP/p300 interaction had any effect on the NF-κB pathway.

### RelA:CBP/p300 Interaction Regulates the Temporal Control of IκBα and nRelA

To study the effect of the RelA:CBP/p300 interaction on *nfkbia* expression in detail, we investigated the temporal profile of the IκBα protein in *rela* ^−^/^−^ cells reconstituted with RelA(wt/mutants) following TNFα stimulation. This study was also performed to ensure that the RelA mutations did not interfere with the upstream NF-κB pathway in the cytoplasm or with the DNA binding property of RelA. *nfkbia* is a prominent RelA target gene, which has a robust NF-κB responsive promoter. IκBα is a strong negative regulator of nuclear NF-κB (nNF-κB) and hence a key determinant of the nNF-κB temporal profile [39]. The canonical NF-κB pathway stimulated by TNFα has been extensively studied and focuses on the activation of the IKK-IκB-NF-κB signaling module. A mathematical model, which accounts for experimentally observed nNF-κB activity and IκB expression profiles, has been established [40],[41]. This model depends on the abundance and the transcriptional activation potential of NF-κB (RelA) [42],[43], among other parameters.

We observed that the normalized protein levels of RelA in the *rela* ^−^/^−^ cells reconstituted with RelA-mutants varied relative to that in RelA(wt)-reconstituted cells (Figure 6A). This prompted us to simulate the effect of NF-κB abundance on the temporal profile of nNF-κB activity following TNFα stimulation (Figure 6B) before studying the transcriptional activation potential of the RelA-mutants. The simulations show that a decrease in the total NF-κB concentration leads to sustained nNF-κB activity and lower levels of IκBα synthesis following TNFα stimulation (Figure 6B).

**Figure 6:**
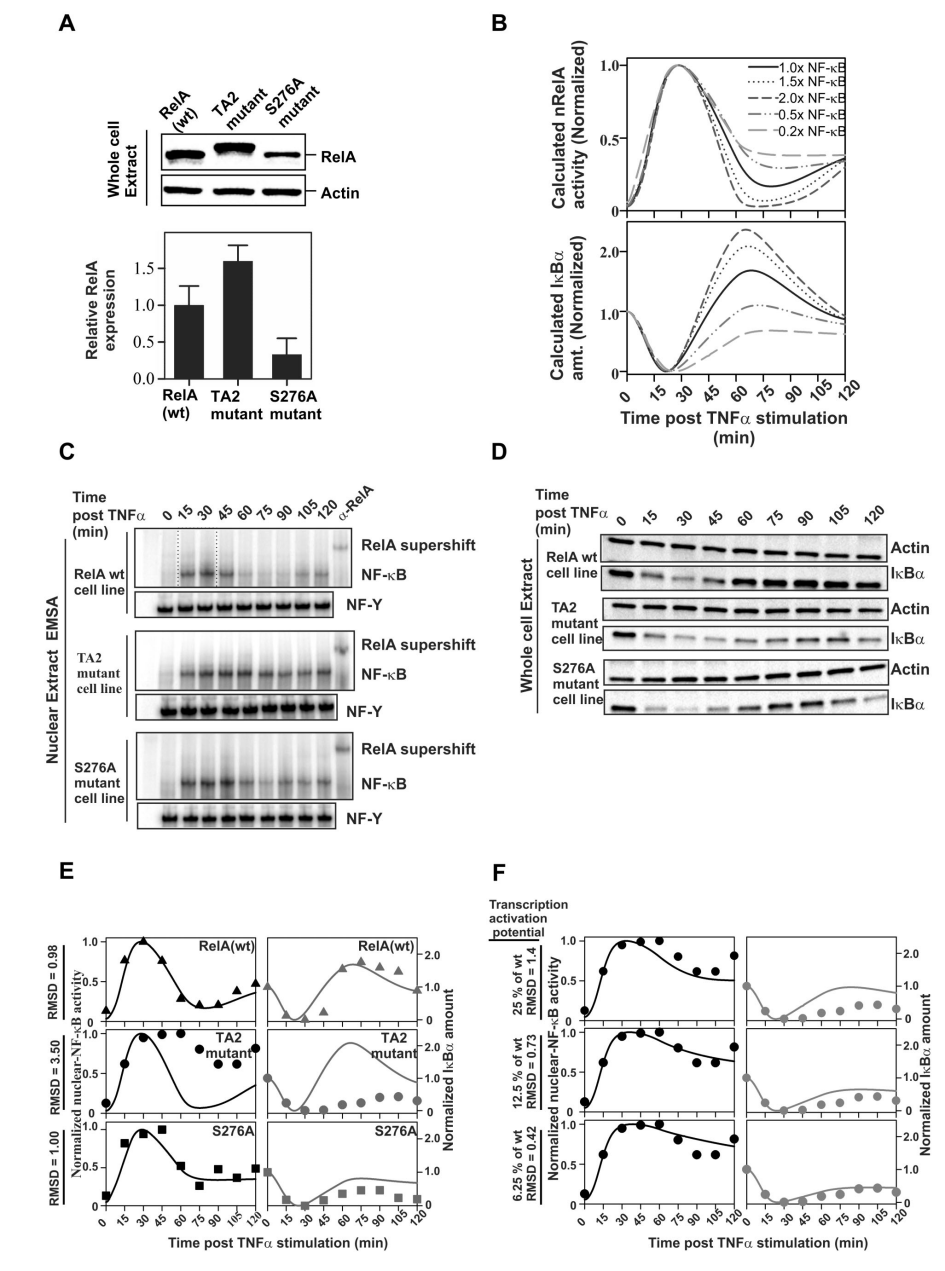
Impaired RelA–TA2:CBP–TAZ1 interaction disrupts the negative feedback loop of the NF-κB pathway. (A) Expression of RelA mutants with respect to RelA(wt) in the RelA reconstituted *rela* ^−^/^−^ cell lines. The protein expression levels of RelA(Ser276Ala) mutant was about three times lower than that for RelA(wt). For the quantitative estimation, the RelA to Actin signal ratio for each cell line was normalized with that for the RelA(wt) reconstituted *rela* ^−^/^−^ cells (lower panel). (B) Model predictions for NF-κB (top) and total IκBα abundance (bottom) for different RelA expression levels (2×, 1.5×, 1×, 0.5×, and 0.2× relative to RelA(wt) values). In the nNF-κB curves, the peak is normalized to one for the highest level of nNF-κB activity and to zero for its levels in the resting cells (time = 0 min) for each individual expression level. Similarly, for the IκBα curves, the amount of IκBα in the resting cell (time = 0 min) is normalized to one and the minimum amount after degradation (basal levels) to zero following TNFα stimulation. (C) nRelA activity assay in response to TNFα stimulation as measured by EMSA using labeled κB probe and control NF-Y probe in the above-mentioned cells. The activity due to RelA binding to the κB probe was indicated by supershift of the EMSA band corresponding to the probe-bound NF-κB detected with anti-RelA antibody. 12 µg of NE was used for EMSA. (D) IκBα degradation and regeneration assay in RelA(wt/mutants) reconstituted *rela* ^−^/^−^ cells following TNFα stimulation. IκBα protein levels after stimulation were monitored with respect to Actin. (E) Comparison of experimentally determined (symbols) and model predictions (solid line) based on adjusted RelA levels for NF-κB (left) and total IκBα abundance (right). Time courses for *rela* ^−^/^−^ cells reconstituted with RelA(wt) (top), RelA(TA2) mutant (middle), and RelA(Ser276Ala) (bottom) stimulated with TNFα are shown. The experimental data were normalized as mentioned in panel (B) of this figure. The RMSD values correspond to the combined NF-κB and IκB datasets. (F) Comparison of experimentally determined (•) and model predictions (solid line) for NF-κB (left column) and total IκBα abundance (right column) for different degrees of suppression of IκBα mRNA production for RelA(TA2) mutant reconstituted *rela* ^−^/^−^ cells.

We next compared the nuclear translocation of RelA and the temporal profile of IκBα protein following TNFα stimulation in *rela* ^−^/^−^ cells reconstituted with wild-type or mutant RelA. To detect nNF-κB in NEs, the NF-κB DNA binding activity was measured by Electrophoretic Mobility Shift Assay (EMSA) (Figure 6C). nRelA levels were also monitored directly by immunoblotting (Figure S8). The time of entry of RelA(TA2) and RelA(Ser276Ala) mutants into the nucleus after TNFα stimulation is identical to that observed for RelA(wt). However, a prolonged nuclear residence time is observed for RelA(TA2) mutant relative to RelA(wt) reconstituted cells (Figure 6C and Figure S8). We also performed similar time course experiments using the whole cell extracts (WEs) of the respective cells and monitored the IκBα protein levels by immunoblot (Figure 6D). While the time of IκBα degradation and RelA entry into the nucleus are identical in the RelA(wt), RelA(Ser276Ala) and RelA(TA2) mutant reconstituted *rela* ^−^/^−^ cells (Figure 6C,D), the temporal profile of IκBα regeneration and the nuclear residence time of RelA differed significantly (Figure 6C–E). For the RelA(TA2) mutant reconstituted cells, IκBα regeneration is delayed and does not reach its initial levels within the time course of the experiment. The RelA(Ser276Ala) mutant on the other hand did not show any significant delay in IκBα regeneration, although the IκBα level was reduced.

In order to address our observed results, we applied the available mathematical model of NF-κB regulation [40],[41]. We assumed that all parameters other than the RelA protein abundance and its transcriptional activation potential remained unchanged in all of the RelA reconstituted *rela* ^−^/^−^ cell lines. Identical IκBα degradation and nuclear translocation of RelA for the three cell lines validated our assumption (through 30 min after TNFα stimulation in Figure 6C,D and Figure S8). Further, when the cell-line-specific RelA concentration estimates were incorporated into the model, the calculated profile for nNF-κB activity and IκBα abundance matched the experimental data of the RelA(Ser276Ala) mutant to a significant extent (Figure 6E, lowest panel), but did not resemble the observed profiles for the RelA(TA2) mutant (Figure 6E, middle panel). The root mean square deviation (RMSD) was used as a measure of agreement between calculated and the observed data. The results suggest that the observed partial expression of *nfkbia* in RelA(Ser276Ala) mutant reconstituted cells in our qRT-PCR data (Figure 5) was to a great extent due to lower expression of this RelA mutant in the cell line used here.

For the RelA(TA2) mutant, we investigated whether agreement between the experimentally observed and calculated data could be obtained by reducing the NF-κB-dependent IκBα mRNA production rate (k_mRNA_) parameter to 25%, 12.5%, or 6.25% of its value for RelA(wt) (Figure 6F). We found that the lowest k_mRNA_ of 6.25% of RelA(wt) produced the best superimposition of the calculated and experimentally determined temporal profiles of the nNF-κB activity and IκBα regeneration as determined by the RMSD score (Figure 6F, top panel). It should be noted that the k_mRNA_ is directly proportional to the transcriptional activation potential of nNF-κB. Our study suggests that the Leu449Ala and Phe473Ala mutations in RelA lower the transcriptional activation of NF-κB by impairing the RelA–TA2:TAZ1 component of RelA:CBP/p300 interaction.

From the above results we conclude that while *nfkbia* is dependent on RelA–TA2:TAZ1 interaction, it is independent of RelA–RHR:KIX interaction. Thus, our data show that disrupting the RelA–TA2:TAZ1 component of the RelA:CBP/p300 interaction disturbs the temporal profile of the nuclear activity of RelA by interfering with the negative feedback loop of the NF-κB pathway. This could further deregulate the expression of the subset of NF-κB-dependent genes, which are independent of the overall RelA:CBP/p300 interaction.

### RelA:CBP/p300 Interaction at the RelA Target Promoters

To further understand the nature of RelA:CBP/p300 interaction on the chromatin, ChIP-qPCR assay was performed to analyze the chromatin at six RelA target genes in unstimulated and TNFα-stimulated RelA(wt/mutants) reconstituted *rela* ^−^/^−^ cells. We examined the chromatin for RelA occupancy on its target promoter set (Figures 7A and S9). As expected, we found that RelA(wt) was recruited to the promoters of all the six genes (although to a varied extent) at 30 min after TNFα treatment. This enrichment of RelA(wt) was diminished at 60 min after stimulation in congruence with its nuclear exit. The recruitment of RelA(TA2) and RelA(Ser276Ala) mutants to the promoter sites of highly expressed *tnfaip3*, *nfkbia*, and *ptgs2* was significantly reduced at 30 min following TNFα treatment compared to RelA(wt), while for the mutants there was no significant RelA signal detected on the promoters with low mRNA expression levels (*cxcl2*, *csf2*, and *tnf*). In agreement with the prolonged nuclear retention of RelA(TA2) mutant due to a defective negative feedback loop, reduced amounts of the RelA(TA2) mutant remained bound to the *tnfaip3*, *nfkbia*, and *ptgs2* promoters even at 60 min after stimulation. As indicated earlier, expression of *tnfaip3* and *nfkbia* were reduced but not completely eliminated. Therefore, the mRNA levels of the RelA target genes correlate well with the amounts of RelA recruited to their respective promoters. These results clearly indicate defects in promoter recruitment of RelA mutants despite their uncompromised DNA binding potential (Figure 6C). This led us to hypothesize that CBP/p300 might be responsible for recruitment of RelA to its target gene promoters. If our hypothesis were true, then CBP/p300 should be constitutively loaded on the promoters and there should exist a direct correlation between the amounts of CBP/p300 present on the promoters to that of RelA recruited upon stimulation. To test our hypothesis, the chromatins were analyzed for CBP/p300 enrichment for our promoter set. The results show CBP/p300 enriched on all of the promoters to a varied extent, with no significant change upon TNFα stimulation (Figures 7B and S9). A comparison of CBP/p300 and RelA signals in this assay revealed a direct correlation between enrichment of RelA upon stimulation with that of CBP/p300 (Figure 7C). Similar RelA recruitment was observed for RelA(wt), RelA(TA2), and RelA(Ser276Ala) mutants on RelA target promoters independent of RelA:CBP/p300 interaction (Figure S10).

**Figure 7:**
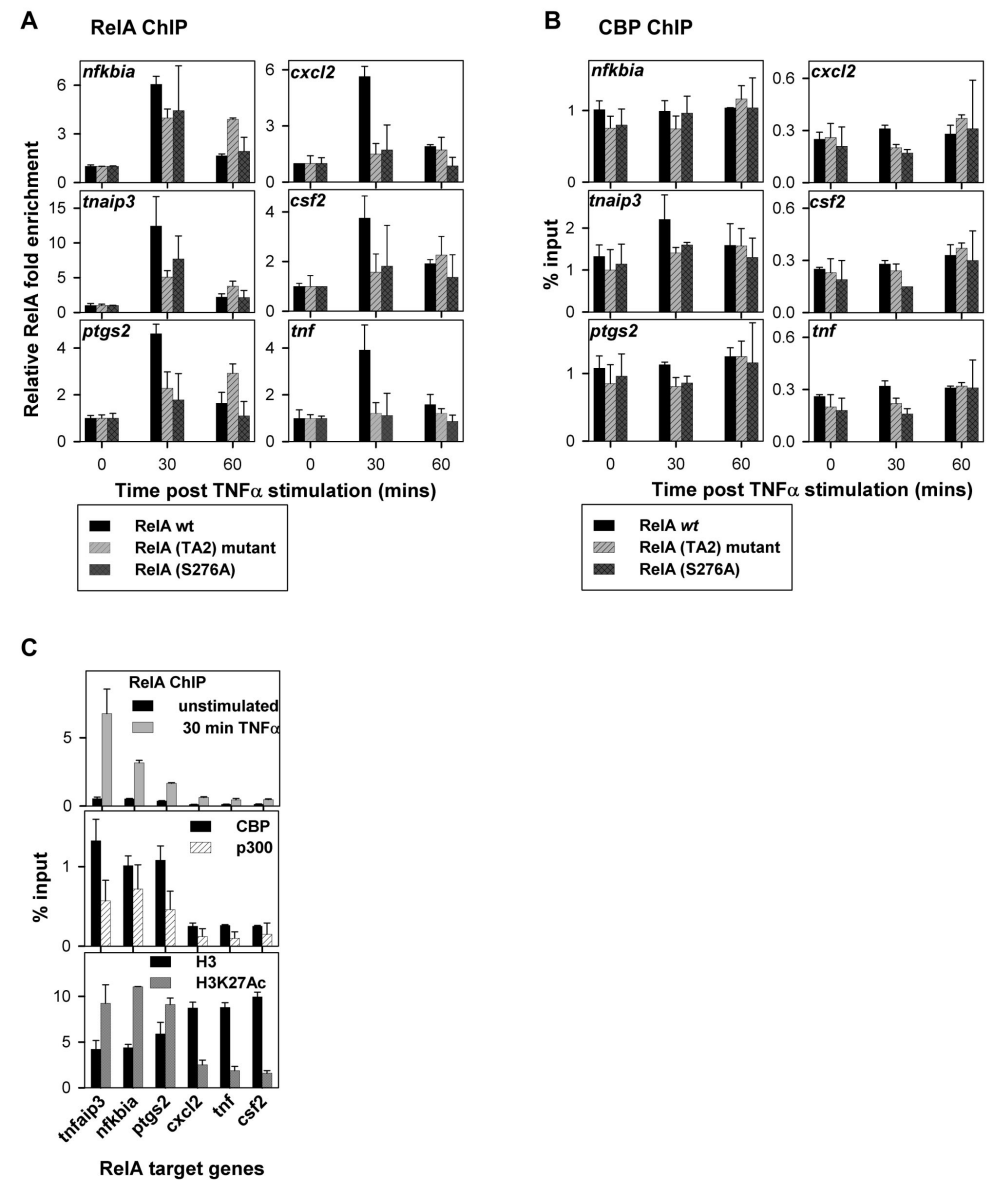
The RelA:CBP/p300 interaction influences RelA recruitment to its target gene promoters. ChIP was performed to analyze the chromatin of six TNFα-induced RelA target genes in unstimulated and TNFα (5 ng/ml) stimulated for 30 and 60 min RelA(wt/mutants) reconstituted *rela* ^−^/^−^ cells. Immunoprecipitation using antibodies against RelA, CBP, p300, histone H3, and H3K27ac were performed. The H3K27ac antibody showed higher signals compared to the total H3 antibody due to differences in their qualities. The results shown are the average of two independent replicates, with standard deviations shown as error bars. (A) Fold enrichment of RelA on the promoter of six RelA target genes after TNFα treatment relative to that in unstimulated cells. (B) CBP/p300 enrichment as depicted by the respective %input for six RelA target genes in unstimulated and TNFα-stimulated RelA(wt/mutants) reconstituted *rela* ^−^/^−^ cells. (C) Comparison of RelA, CBP, p300, H3, and H3K27ac ChIP signals in unstimulated RelA(wt) reconstituted *rela* ^−^/^−^ cells for six RelA target genes.

Since acetylation of histone-3 (H3) at Lys27 by CBP/p300 is a characteristic of active genes [44], we further examined the levels of H3 occupancy and compared them with that of acetylated histone H3 at Lys 27 (H3K27ac). We expected to observe increased H3K27ac signals on the promoters only after TNFα treatment as a mark of activated promoters as compared to those in unstimulated cells. To our surprise we found H3K27ac enriched in the unstimulated promoters, whose levels remained constant even after TNFα stimulation. Additionally, the H3K27ac levels were directly proportional to the amount of CBP/p300 present on the specific promoters (Figure 7C). This suggests that CBP/p300 bound to promoters of RelA targets is poised for transcription initiation. Upon nuclear entry RelA is recruited to its respective promoter targets by CBP/p300, which is preloaded on these sites, leading to transcription activation.

Upon TNFα stimulation in RelA(TA2) or RelA(Ser276Ala) mutant reconstituted *rela* ^−^/^−^ cells, the mRNA expression levels of the highly expressed genes like *tnfaip3* and *nfkbia* registered only partial reduction (Figure 5A). This is because of a reduced but significant amount of RelA recruited to their respective promoters (Figure 7A). Both the promoters also maintain high levels of CBP/p300, thereby leading to recruitment of the RelA(TA2) and RelA(Ser276Ala) mutants, which possess reduced but significant CBP/p300 binding affinity (Figure 4C,D). This further proves that the RelA-dependent gene expression is regulated by the total amount of RelA recruited on the promoter by CBP/p300.

Overall our study indirectly shows that CBP/p300, which marks the promoter/enhancers of genes, also aids in recruiting RelA to the promoters of its target genes.

## Discussion

In this study, we have provided the structural basis and the functional role of the RelA:CBP/p300 interaction in RelA-driven transcription. In the RelA–TA2:TAZ1 structure, the RelA–TA2 region binds within a series of interlinked hydrophobic grooves that spiral almost entirely around the globular TAZ1 domain. Due to the intrinsically disordered nature of the RelA–TA2 region, binding of an elongated ∼50 amino acid region to TAZ1 in a relatively extended configuration can be accomplished without the energetic cost that would be incurred if unfolding of preexisting globular structure was required. The interaction is mediated primarily by hydrophobic residues interspersed with acidic residues located in the RelA–TA2 region, which dock in the hydrophobic pockets in the surface of TAZ1. While RelA becomes more ordered upon interaction with TAZ1, only limited, highly localized secondary structure is formed. Contacts between the N-terminal part of the RelA–TA2 and TAZ1 are dynamic, contributing little to binding affinity, and are an example of what is frequently termed a “fuzzy” interaction [45]. The hydrophobic contacts are complemented by electrostatic interactions involving the many acidic residues in the RelA–TA2 region. Disruption of any of the hydrophobic contacts leads to a significant decrease in binding affinity toward TAZ1. This is due to the destabilization of the ordered RelA–TA2 structure held primarily by the exposed hydrophobic grooves of TAZ1. Upon disruption of any of the anchor points, RelA–TA2 in absence of any highly stabilized secondary structural elements regains its highly dynamic unstructured high-energy state. This leads to destabilization of the complex and a decrease in TAZ1 binding affinity. Disruption of the hydrophobic anchors of RelA–TA2 can also destabilize the hydrophobic core of TAZ1, which is otherwise stabilized to a significant extent on complex formation with RelA–TA2 (Figure S11). This interlinked core of TAZ1 holds the entire RelA–TA2 region in the complex as seen through the contacts of the core elements with the anchoring residues of RelA–TA2.

The mode of binding of the TAZ1 domain to RelA–TA2 is closely analogous to its interactions with the transactivation domains of the HIF-1α, CITED2, and STAT2 proteins [21]–[24],[46]. In particular, RelA binds in the same hydrophobic grooves as the HIF-1α C-terminal activation domain but in the reverse orientation [21], despite the fact that the two proteins share no common sequence motifs and do not interact with TAZ1 through common secondary structures. A salient property of TAZ1 is its ability to interact with long, negatively charged 40–50 residue regions of intrinsically disordered proteins that dock in the narrow hydrophobic grooves in its surface. This interaction is further enhanced by the phosphorylation of Ser467, thereby adding another layer of regulation for a subset of early response target genes of RelA following TNFα stimulation. Similar phosphorylation events are observed in other transcription factors, which influence their interaction with CBP/p300 [47],[48].

To date, inducible phosphorylation of Ser276 is considered to be the decisive factor for the recruitment of CBP/p300 by RelA for the transcriptional activation of RelA-dependent genes [19],[20]. Earlier studies have shown that in the absence of Ser276 phosphorylation, histone deacetylases (HDACs) could remain bound to nNF-κB and lead to the repression of NF-κB-dependent genes [19],[49]. Upon phosphorylation at Ser276, RelA readily recruits CBP/p300, which in turn acetylates RelA at Lys310, which is further required for the transcription of a subset of RelA-dependent genes [50],[51]. Our experiments show that a major subset of TNFα-inducible genes is dependent on the RelA–TA2:TAZ1 interaction. Importantly, a significant number of these genes (Figure 5B, Group B genes) are activated independently of Ser276 phosphorylation. For these genes the requirement of p-Ser276–RelA could be compensated by a synergy between multiple protein factors (including transcription factors) and RelA. A similar mechanism was previously observed for *cxcl2* and *nfkbia* transcription, where the requirement for RelA:TRAP-80 interaction was waived for the expression of these genes through the recruitment of secondary transcription factors [16]. Similarly, for *tnfaip3* transcription, the constitutive transcription factor Sp1 plays an important role in synergy with RelA [52]. Moreover, the location of Ser276 in the DD of RelA could potentially influence the selectivity of its dimer formation with other NF-κB family members [53]. Additionally, the proximity of Ser276 to DNA binding residues of RelA could further impact the κB site selectivity [54], thereby leading to differential gene expression and/or compensating for the RelA–RHR:KIX interaction.

In this study, for the first time we show that the negative feedback loop is directly controlled by RelA:CBP/p300 interaction through the expression of *nfkbia*. Similarly, A20 protein (*tnfaip3* gene product), another regulator of the negative feedback loop of the NF-κB pathway, is also directly controlled by RelA:CBP/p300 interaction. The impaired negative feedback loop can impact the expression profile of TNFα-induced genes. The longer residence time of RelA in the nucleus can prolong the activation of the genes that are independent of RelA:CBP/p300 interaction.

RelA is believed to recruit co-activator CBP/p300 to the gene promoters for transcription activation of its target genes. On the other hand, recent ChIP-seq and ChIP-chip studies have established p300 as a mark for the enhancers/promoters of active/poised genes throughout the genome including those for RelA target genes [12],[13]. However, the mechanism of its recruitment by RelA to the promoters remains to be established. In this study, we found that CBP/p300 was constitutively enriched on the RelA target promoters as against the TNFα-induced recruitment of RelA to these sites. This points towards a role played by CBP/p300 in recruitment of RelA to its target promoters. Although we have tested only a small set of RelA target promoters, our observation is consistent with the report by Jin et al. [13], where they could accurately predict the target selection by NF-κB in a cell-type-specific manner only when experimentally determined p300 enrichment of promoters was considered along with κB motif [55],[56] along the human genome.

## Materials and Methods

### Protein Expression and Purification

The GST tagged mouse RelA fragments were expressed in *E. coli* [BL21(DE3) cells] and purified by affinity chromatography using Glutathione sepharose beads (GE Life Sciences). The purified protein fragments were then dialyzed in the binding buffer of the respective experiments.

For NMR experiments, the mouse RelA fragments were expressed as fusion proteins with an N-terminal His6-tag followed by the 58 amino acid residue B1 domain of streptococcal protein G (GB1) as per previous reports [57],[58]. The protein was isotopically labeled by growth in M9 minimal media supplemented with ^15^N ammonium chloride and ^13^C-glucose. The fragments were purified under denaturing conditions on a Ni-NTA (SIGMA) column followed by dialysis against cleavage buffer [20 mM Tris (pH 7.5), 200 mM NaCl] at 4°C. The His6–GB1 peptide was cleaved by thrombin at room temperature for 18 h. The cleaved RelA peptides were further purified by reverse-phase HPLC (RPHPLC) using a C18 column on ÄKTA purifier system. The purified peptides were lyophilized immediately. For NMR and ITC experiments, the TAZ1 domain (residues 340–439 of mouse CBP) was expressed and refolded as described previously [24]. For ITC experiments, the His6-tag was cleaved from the GB1–RelA peptides by TEV protease (in house purified).

### GST-Pulldown Assay

The GST-pulldown assay was carried out in binding buffer (20 mM Tris pH 7.5, 150 mM NaCl, and 0.5 mM DTT). GST-RelA fragments (20 µg) were mixed with purified TAZ1 (10 µg) and 20 µl of a 50% slurry of washed glutathione sepharose beads and incubated at 4°C for 30 min in a rotator. The beads were then washed 5 times with 500 µL of binding buffer containing 0.3% TritonX-100, followed by elution and analysis by 15% SDS-PAGE.

### Isothermal Titration Calorimetry (ITC)

ITC experiments were performed at 25°C using a MicroCal Omega VP-ITC instrument. For ITC experiments, GB1-tagged RelA-TA2 fragments were used. The proteins were dialyzed overnight in the ITC buffer [20 mM Tris (pH 8.0), 50 mM or 150 mM NaCl and 1 mM DTT]. The protein concentrations were in the range of 10 to 18 µM of RelA–TA2 peptide in the cell and 169 to 185 µM TAZ1 in the syringe. Protein concentrations were determined by absorbance at 280 nm. The GB1-tag was used for accurate concentration determination of the RelA–TA2 peptides, which have a low extinction coefficient. The GB1-tag did not interact with TAZ1. A typical ITC experiment consisted of a total of 25 injections, using 5–6 µl of TAZ1 for the first injection followed by 24 injections of 11–12 µl of TAZ1 into the cell containing either blank or RelA peptide. Data were analyzed using a single-binding site model in the MicroCal Origin Software. The stoichiometry of binding ranged from 0.9 to 1.2. Errors for the K_d_ values were estimated from duplicate measurements. All the buffers used were made using water purged with nitrogen.

### NMR Spectroscopy and Structure Calculations

NMR experiments were carried out at 25°C on Bruker DRX600 MHz and Avance 900 MHz spectrometers. The typical protein concentration for NMR experiments was 0.7–1.2 mM. All spectra were referenced to external DSS. Refolded TAZ1 and RelA fragments were mixed to form the complex followed by overnight dialysis in NMR buffer (20 mM Tris pH 6.5, 40 mM NaCl, and 2 mM DTT). We added 5% D_2_O to the sample prior to NMR experiments. NMR data were processed using NMRPipe [59] and analyzed using CARA [60]. Backbone and side-chain resonances were assigned using standard triple resonance experiments [61]. Distance restraints were obtained from 3D ^15^N-edited NOESY-HSQC (τ_m_ = 100 ms) and ^13^C-edited NOESY-HSQC (τ_m_ = 100 ms) spectra. Intermolecular NOEs were derived from ^12^C-filtered-^13^C-edited NOESY-HSQC (τ_m_ = 200 ms) [62] experiments. Unambiguous intermolecular NOES were assigned manually and were used in the initial structure calculations, which were performed using CYANA [63] with CANDID [64]. Chemical shift-based torsion angles were obtained using TALOS+ [65]. Distance and torsion angle restraints were imposed to ensure tetrahedral geometry for the zinc atoms of TAZ1 [25]. A total of 200 structures were generated in CYANA and were further refined by restrained molecular dynamics simulated annealing using the AMBER 10 software package [66],[67].

These structures were subjected to 2,000 steps of energy minimization, followed by 20 ps of simulated annealing in vacuum and another 20 ps of simulated annealing using a generalized Born solvent model [68] and finally 2,000 steps of energy minimization. During the simulated annealing, the system was heated to 1,000 K for the first 2 ps, followed by 4 ps at constant temperature, and final cooling to 0 K for the remaining 14 ps. Force constants were 30 kcal mol^−1^ Å^−2^ for NOE restraints and 100 kcal mol^−1^ rad^−2^ for dihedral angle restraints. The 20 lowest energy structures were analyzed using PROCHECK-NMR [69].

### Cell Culture and Reagents

Immortalized *rela* ^−^/^−^ fibroblast cells [70] were reconstituted with retroviral vectors pBABE-puro with mouse RelA(wt/mutants) inserted or with empty vector controls. A final concentration of 5 ng/ml TNFα (Roche Diagnostics) was used for stimulation. Antibodies used for IB and IP in this study were from Santa Cruz: anti-RelA (sc-372g), anti-IκBα (sc-371), anti-CBP (sc-369), anti-Actin (sc-1615) and anti-USF2 (sc-861), anti-α-Tubulin (sc-5286), anti-p300 (sc-584 and sc-585), and Cell-Signaling Technology: p-Ser468-RelA (#3039). cOmplete, EDTA-free Protease Inhibitor cocktail was from Roche Diagnostics. Protein G-beads were from GE Life Sciences.

### Preparation of Cytoplasmic, Nuclear, and WE

For the NE, 3T3 cells were cultured in 10 cm^3^ plates and harvested using PBS buffer. Cell pellets were prepared by 5 min centrifugation at 500 *g* at 4°C and then resuspended in CE buffer (0.32 M Sucrose, 10 mM Tris HCl pH 8.0, 3 mM CaCl_2_, 2 mM MgOAc, 0.5% NP-40, 1 mM DTT, 0.5 mM PMSF) followed by centrifugation at 500 *g* for 5 min at 4°C. The supernatant (CE) was flash frozen and stored at −80°C. The nuclear pellet was washed twice with CE buffer without NP-40 followed by centrifugation as above. The washed pellet was resuspended in hypotonic buffer [20 mM HEPES (pH 7.9), 1.5 mM MgCl_2_, 20 mM KCl, 25% glycerol, 0.5 mM DTT, 0.5 mM PMSF] followed by gradual addition of high salt buffer [20 mM HEPES (pH 7.9), 1.5 mM MgCl_2_, 800 mM KCl, 25% glycerol, 1% NP-40, 0.5 mM DTT, 0.5 mM PMSF, and 1× complete EDTA-free protease inhibitor]. The samples were incubated with mild agitation for 45 min at 4°C followed by centrifugation at 12,000 *g* at 4°C for 15 min. The supernatant was collected as NE and was further subjected to quantification.

For WE, the cells were harvested as above followed by addition of RIPA lysis buffer containing protease inhibitor cocktail. The samples were centrifuged at 12,000 *g* at 4°C. The supernatant was collected as the WE. All of the buffers contained phosphatase inhibitor cocktail.

### Immunoblotting and Co-Immunoprecipitation

For immunoblotting, WEs and NEs were resolved on SDS-PAGE and immunoblotted with respective antibodies. For co-immunoprecipitation (co-IP) assay, NEs were incubated with anti-RelA or anti-CBP antibodies for 1 h followed by addition of prewashed protein-G beads and incubation for 4 h. The beads were then washed thoroughly and resolved on SDS-PAGE and immunoblotted with anti-RelA and anti-CBP antibodies. For quantitative analysis of the immunoblots, the loading controls were analyzed from the same gel as for the protein monitored.

### Gene Expression Analysis

RNA was extracted and purified as per the manufacturer's protocol using the RNeasy kit (QIAGEN). We reverse transcribed 1 µg of the quantified RNA using superscript II RT system (Invitrogen) and poly-dT primers. cDNA fragments generated were analyzed by qPCR using the KAPA system and Realplex thermocycler (EPPENDORF). PCR amplification conditions were 95°C (4 min) and 40 cycles of 95°C (15 s), 56°C (30 s), and 72°C (30 s). Primer pairs used were from previous studies [38],[71] and were tested by melt-curve analysis. Δ(ΔCt) method was used for data analysis with *gapdh* as normalization control to derive fold induction over basal levels. For each set of time-course experiment (0 min, 10 min, 60 min, and 120 min) RNA was collected from empty vector, RelA(wt), RelA(TA2), RelA(Ser276Ala) mutant reconstituted *rela* ^−^/^−^ cells stimulated with 5 ng/ml TNFα. For qRT-PCR experiments, the data were collected for three set of biological replicates.

Next generation sequencing was performed at the UCSD Biogem core facility. Reads were obtained from Illumina HiSeq 2000 sequencing system. Sequencing experiments were performed on the total mRNA extract from RelA(wt), RelA(TA2), and RelA(Ser276Ala) reconstituted rela^−^/^−^ cells at two different time points after TNFα (5 ng/ml) treatment in addition to unstimulated cells. RNA-seq was performed on nine different experimental conditions in total. Two independent replicates were used for each experimental condition. Reads were mapped to the mm10 mouse genome using TopHat [72], and the transcriptome assembly was generated using Cufflinks [73] followed by detection of differentially expressed genes using Cuffdiff.

### Computational Simulation

The ordinary differential equation (ODE)-based model for NF-κB regulation [40] was adapted (Table S1) by increasing IκB mRNA degradation rates by a factor of 1.8 in line with recent measurements [74] and replacing the terms describing transcription-factor-dependent mRNA production for IκBα and IκBε by those used in [41] (Model 3, additive Pol II recruitment). Model simulations were carried out with the “Stiffness Switching” method of the NDSolve function in the package Mathematica 8 (Wolfram Research, Champagne, IL) using a numerically defined IKK activity induced by exposure to TNFα Table S2 [40].

### ChIP Experiments

Samples for ChIP experiments were prepared using SimpleChIP Plus Enzymatic chromatin IP kit (Cell Signaling Technology #9005) according to the manufacturer's protocol with some modifications. Primer pairs used were from previous studies [38],[71],[75] and were tested by melt-curve analysis. ChIP experiments were performed with anti-H3 (Cell Signaling #4620), anti-acetyl H3K27 (Cell Signaling #8173), anti-RNA Pol II (Santa Cruz sc-900), anti-p300 (Santa Cruz sc-585), anti-CBP (Santa Cruz sc-369), anti-RelA (Santa Cruz sc-372), and anti-IgG (Cell Signaling #2729)

### Accession Numbers

Coordinates and structural restraints for the RelA–TA2:CBP–TAZ1 complex have been deposited in the Protein Data Bank under the accession number 2LWW. The chemical shifts have been deposited in the BioMagResBank, accession number 18650. The RNA-seq data discussed in this publication have been deposited in NCBI's Gene Expression omnibus [76] and are accessible through GEO Series accession number GSE46213. (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46213).

## Supporting Information

Figure S1 **Optimization of RelA–TAD fragment in RelA–TAD:TAZ1 complex for structural analysis.** (A) Schematic of GST-tagged RelA–TAD constructs. All constructs were overexpressed and purified for the GST-pulldown assays. Construct T11 (marked with an asterisk) was determined to be the optimal fragment for CBP–TAZ1 binding. (B) GST-pulldown experiment for optimization of the N-terminal end of the RelA fragment binding to TAZ1. (C) GST-pulldown experiment for optimization of the C-terminal end of the RelA fragment binding to TAZ1. (D) GST-pulldown experiment for studying the importance of the five amino acids at the C-terminal end of the RelA fragment binding to TAZ1. (E) Gel filtration elution profile of CBP–TAZ1 domain, RelA–TA2 fragment, and RelA–TA2:CBP–TAZ1 complex. The RelA–TA2 fragment was detected at 215 nm due to lack of tyrosine and tryptophan residues. RelA–TA2:TAZ1 complex and free TAZ1 were detected at 280 nm. A slight excess of TAZ1 was used for the complex formation as can be seen in the elution profile of the complex. (F) Gel filtration elution characteristics of CBP–TAZ1 domain, RelA–TA2 fragment, and RelA–TA2:CBP–TAZ1 complex. The observed molecular weight of RelA–TA2 fragment is about 3 times that of its calculated molecular weight, which further confirms the unstructured nature of RelA–TA2 concluded from its [^15^N-^1^H]-HSQC spectra in Figure 1C. Zn^2+^-bound well-folded TAZ1 elution profile corresponds to that of a lower calculated molecular weight protein.
(TIF) Click here for additional data file.

Figure S2 **TAZ1 binds to RelA–TA2 through a series of interlinked hydrophobic grooves.** (A) Cartoon representation of the hydrophobic core of TAZ1. The critical amino acid residues of the core are shown as pink sticks. These core residues pack the α_1_, α_2_, and α_3_ helices of TAZ1. (B) Surface representation of TAZ1 (in the RelA–TA2:TAZ1 complex). The hydrophobic core residues are colored in pink, and additional hydrophobic residues, which contribute to each of the grooves, are shown in blue. The three hydrophobic groves are interlinked with each other through the hydrophobic residues of the core (pink). Figure S2A and the left panel in Figure S2B are represented in the same orientation.
(TIF) Click here for additional data file.

Figure S3 **The α_N_ helix of RelA–TA2 in the RelA–TA2:TAZ1 complex is dynamically disordered.** (A) Histograms of [^1^H]-^15^N heteronuclear NOE values for ^15^N-labeled RelA–TA2 in complex with unlabeled TAZ1 (top panel) and ^15^N-labeled TAZ1 in complex with unlabeled RelA–TA2 (bottom panel). The secondary structural elements are represented schematically above the corresponding plots. Higher values of NOEs correspond to more rigid structure. (B) Chemical shift deviation (CSD) of Cα (top panel) and C′ (bottom panel) for RelA–TA2 in the complex from that of their sequence-corrected random coil chemical shifts. The percentage of the helix population for the RelA–TA2 region in the complex was estimated from the CSDs of Cα and C′ chemical shifts averaged from Leu434–Leu439 for the α_N_ and from Ser471–Leu477 for the α_C_ helix. The secondary chemical shift for a fully formed α-helix is 2.8 ppm and 2.1 ppm for Cα and C′, respectively [26]. The estimated helical population from the average CSD for the α_N_ and α_C_ terminal helix of RelA–TA2 is 32% and 84%, respectively.
(TIF) Click here for additional data file.

Figure S4 **RelA–TA2 docks into the grooves formed by the opposite faces of the hydrophobic core of TAZ1.** (A) A surface representation of TAZ1 in the RelA–TA2:TAZ1 complex. The hydrophobic core residues of TAZ1 are in pink, and the additional residues of TAZ1 that contribute towards RelA–TA2 binding are colored blue. RelA–TA2 is shown as grey ribbon with its anchoring hydrophobic residues depicted as green ball-and-sticks. For RelA–TA2, only the residues with more than 10 intermolecular NOEs are depicted as ball-and-sticks. (B) Histograms showing the number of intermolecular NOEs between RelA–TA2 and TAZ1 observed per residue of RelA–TA2 in the complex. Compared to the α_C_ helix, the α_N_ helix of RelA–TA2 has fewer intermolecular NOEs as expected from its dynamic nature (see Figure S3).
(TIF) Click here for additional data file.

Figure S5 **ITC binding isotherms for the RelA(TA2) (wt/mutants) with TAZ1.** The TAZ1 binding affinity is completely abolished in the RelA(TA2) (Phe473Ala) mutant. The RelA–TA2 fragment of Lys425–Arg508 was used for all studies (wt and mutants) unless otherwise mentioned.
(TIF) Click here for additional data file.

Figure S6 (A) The RelA(Ser467) phosphorylation maximum coincides with nuclear entry of RelA after TNFα stimulation. (A) RelA immunoprecipitation assay was used to detect RelA(Ser467) phosphorylation in WEs of RelA(wt) and RelA(Ser467Ala) reconstituted *rela* ^−^/^−^ cells following stimulation with 5 ng/ml TNFα for the indicated time interval. 150 µg of WE was used for IP. (B) RelA(Ser467) phosphorylation enhances the binding affinity of RelA for CBP/p300. (Top panel) Nuclear translocation assay in RelA(wt) (black) and RelA(Ser467Ala) (red) mutant reconstituted *rela* ^−^/^−^ cells following stimulation with 5 ng/ml TNFα (data from Figure 4E). The amount of p-Ser467–RelA (grey) was monitored by RelA IP of NE at mentioned time intervals after TNFα treatment. (Bottom panel) The RelA:CBP/p300 interaction at various time intervals after TNFα stimulation was monitored by Co-IP experiments using CBP/p300 antibodies for RelA(wt) (black) and RelA(Ser467Ala) mutant (red) (from Figure 4E). The binding curve for RelA(wt) is shifted to the left, where the concentration of p-Ser467–RelA is highest. The RelA(Ser467Ala) mutant shows a linear change in the aforementioned binding with respect to the concentration of total nRelA. The lines joining the data points are only used for the purpose of viewing clarity.
(TIF) Click here for additional data file.

Figure S7 **Expression levels of RelA in the RelA reconstituted** ***rela*** **^−^/^−^ cells.** RelA protein levels (wt and mutants) were determined in WEs of the RelA reconstituted *rela* ^−^/^−^ cell lines detected by immunoblotting of RelA. Actin was used as the loading control.
(TIF) Click here for additional data file.

Figure S8 **The nuclear residence time of the RelA(TA2) mutant is longer than RelA(wt) and RelA(Ser276Ala).** RelA nuclear translocation assay in RelA(wt/mutants) reconstituted *rela* ^−^/^−^ cells following stimulation with 5 ng/ml TNFα. Upstream stimulatory factor 2 (USF2) was used as the loading control for the NEs.
(TIF) Click here for additional data file.

Figure S9 **CBP/p300 aids recruitment of RelA to its target promoters.** ChIP experiments were performed with RelA, CBP, p300, H3, H3K27ac, RNA polymerase II, and IgG antibodies in RelA(wt), RelA(TA2), or RelA(Ser276Ala) reconstituted *rela* ^−^/^−^ cells under unstimulated or stimulated conditions for 30 min or 60 min with TNFα. Results are presented as average %input values with standard deviations from two independent chromatin preparations. The respective gene names are mentioned on the *y*-axis of each group of panels.
(TIF) Click here for additional data file.

Figure S10 **RelA(TA2) mutant has normal promoter recruitment for RelA:CBP/p300 interaction-independent RelA-regulated genes.** (A) Gene expression profile of *fosb* and *nr4a1* genes. *fosb* (NM_008036) and *nr4a1* (NM_010444) genes belong to the Group D genes (Figure 5B). Kasper et al. have shown both *nr4a1* and *fosb* were highly expressed following forskolin stimulation in *cbp* ^−^/^−^ and *p300* ^−^/^−^ MEF cells [75], thus indicating their CBP/p300-independent expression. Here both the genes showed higher TNFα-induced expression in empty vector reconstituted *rela* ^−^/^−^ cells compared to the RelA(wt/mutant) reconstituted cells. The level of TNFα-induced expression of *nr4a1* and *fosb* was reduced in the presence of RelA(wt) as well as mutants to a similar extent. This suggests that the transcription of both the genes is regulated by RelA but is independent of RelA:CBP/p300 interaction. (B) RelA(wt), RelA(TA2) mutant, and RelA(S276) mutant are recruited to a similar extent on the promoters of *fosb* and *nr4a1*. ChIP-qPCR experiments were performed as mentioned earlier (Figure 7) to study RelA recruitment on the promoter sites of *fosb* and *nr4a1*.
(TIF) Click here for additional data file.

Figure S11 **The hydrophobic core of TAZ1 is stabilized upon binding to RelA–TA2 as seen from the deuterium exchange experiments of ^15^N-labeled TAZ1 and ^15^N-labeled TAZ1 in complex with unlabeled RelA–TA2.** (A, Top row) 2D [^15^N–^1^H]-HSQC spectrum of free TAZ1 in H_2_O (left panel), 11 min after addition of D_2_O (middle panel), and about 33 min (right panel) after addition of D_2_O. (Bottom row) 2D [^15^N–^1^H]-HSQC spectrum of TAZ1 in complex with unlabeled RelA–TA2 in H_2_O (left panel), 11 min after addition of D_2_O (middle panel), and about 21 h (right panel) after addition of D_2_O. The time reported here is of the first free induction decay (fid) recorded after addition of D_2_O. (B) Cartoon representations of TAZ1 with amino acid residues observed in the 2D [^15^N–^1^H]-HSQC spectrum post-D_2_O exchange with higher resistance to exchange are shown as blue sticks. The residues with higher resistance toward D_2_O exchange in TAZ1 (in complex with RelA–TA2) belong either to the hydrophobic core (Leu357, Leu391, and Ile415) or around it (Leu360, Gln355, Val358, Leu359, and Leu361).
(TIF) Click here for additional data file.

Table S1 **Parameters for the ODE-based model for NF-κB regulation.**
(DOC) Click here for additional data file.

Table S2 **Changes in IKK activity induced by exposure to TNFα.**
(DOC) Click here for additional data file.

Text S1 **Supporting procedures legends, deuterium exchange of backbone amide protons, and gel filtration.**
(DOC) Click here for additional data file.

## Abbreviations

CBP: CREB binding protein
GST: glutathione S-transferase
NF-κB: nuclear factor kappa B
nRelA: nuclear-RelA
TNFα: tumor necrosis factor alpha

# Supplementary material for: Analysis of the RelA:CBP/p300 Interaction Reveals Its Involvement in NF-κB-Driven Transcription
**Source:** PLoS Biol. 2013 Sep 3;11(9):e1001647. doi: 10.1371/journal.pbio.1001647
**Supplement:** Table S1 — Parameters for the ODE-based model for NF-κB regulation.

**Table S1:** Parameters for the ODE-based model for NF-B regulation

| Value | Description | Comments |
| --- | --- | --- |
| 0.33 min-1 | mRNA degradation IB- | 2x original value in (corresponds to a more realistic half-life of ~20 min |
| 5.2 x10-4 min-1 | NF-B independent mRNA production IB | Compensates for reduced mRNA stability |
| (6/0.3/0.2)10-2 min-1 | Rate constant IB mRNA production (WT/TA2/Ser**276**Ala) |  |
| 4 x10-3 min-1 | Rate constant IB mRNA production | Produced wt IB dynamics similar to those in |
| KA->0.2 mM  J->5.8 KBT  L->-1.3 KBT  N->0.1 KBT | Promoter activation parameters for IB | As in |
| KA->0.2 mM  J->5.8 KBT  L->-1.3 KBT  N->0.1 KBT | Promoter activation parameters for IB | As in |

1. Werner SL, Barken D, Hoffmann A (2005) Stimulus specificity of gene expression programs determined by temporal control of IKK activity. Science 309: 1857-1861.

2. Giorgetti L, Siggers T, Tiana G, Caprara G, Notarbartolo S, et al. (2010) Noncooperative interactions between transcription factors and clustered DNA binding sites enable graded transcriptional responses to environmental inputs. Mol Cell 37: 418-428.

# Supplementary material for: Analysis of the RelA:CBP/p300 Interaction Reveals Its Involvement in NF-κB-Driven Transcription
**Source:** PLoS Biol. 2013 Sep 3;11(9):e1001647. doi: 10.1371/journal.pbio.1001647
**Supplement:** Table S2 — Changes in IKK activity induced by exposure to TNFα.

**Table S2: Changes in IKK activity induced by exposure to TNF**

| Time (min) | 0’ | 7’ | 12’ | 17’ | 20’ | 25’ | 35’ | 45’ | 55’ | 60’ | 80’ | 360’ |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| IKK activity multiplier | 5 | 40 | 70 | 90 | 100 | 90 | 65 | 50 | 36 | 30 | 30 | 30 |

# Supplementary material for: Analysis of the RelA:CBP/p300 Interaction Reveals Its Involvement in NF-κB-Driven Transcription
**Source:** PLoS Biol. 2013 Sep 3;11(9):e1001647. doi: 10.1371/journal.pbio.1001647
**Supplement:** Text S1 — Supporting procedures legends, deuterium exchange of backbone amide protons, and gel filtration.

**Text S1 Supplementary Procedures**

**Deuterium exchange of backbone amide protons.** Approximately 500 l of 1 mM 15N-labeled TAZ1 in complex with an excess of unlabeled RelA-TA2 fragment was loaded on to a 2 ml Desalting column (Thermoscientific) preequilibrated with D2O buffer (10 mM Tris (pD 6.5), 40 mM NaCl and 2 mM DTT). The sample was centrifuged for 2 min at 1000g and immediately loading onto a pre-shimmed NMR spectrometer (Bruker DRX600). A series of [15N-1H] HSQC spectra were then recorded at the time points in Figure S9.

**Gel Filtration.** Protein samples in 20 mM Tris (pH 7.5), 50 mM NaCl and 2 mM DTT were applied to Superdex 75TM HR 10/30 gel permeation column (GE Life Sciences), equilibrated in the same buffer and connected to the Äkta purifier. The elution profile of the column was calibrated using Biorad standard (# 151-1901) for molecular weight determination.

How the deposited data were processed for this re-analysis (not part of the article)

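The RNA-seq libraries come from rela−/− fibroblasts carrying RelA(wt), RelA(TA2) or RelA(Ser276Ala), taken before TNFα and at 1 h and 2 h of 5 ng/ml TNFα. There are 18 libraries, 2 for each of the 9 conditions. The paper's other experiments (binding, structure, chromatin immunoprecipitation, qRT-PCR) were not analysed here.
The authors called bases with CASAVA 1.8.2, aligned reads to mm10 with TopHat2 2.0.5 and Bowtie2 2.0.0.7, and assembled transcripts in each library with Cufflinks 2.0.2. The deposited values used here are the FPKM of each assembled transcript, held in the annotation text of the assemblies, so they are already scaled for depth and transcript length. The paper's own test was made with Cuffdiff, whose output was not used here. Cuffdiff was not rerun, since it needs the reads.
Assembled transcripts were placed on genes with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. A transcript went to a gene when at least 50% of its bases lay in the gene's exons, or when it covered at least 50% of the gene's exonic bases. The second condition was added after Nr4a1 was seen at 0 in 3 libraries and before any test was run. The FPKM of a gene's transcripts were added up, and a gene without an assembled transcript was given 0. In all, 438 genes were joined with a neighbour in an assembled transcript of some library, 311 of them among the genes tested.
For genes with a single assembled transcript, the number of fragments was worked out from the FPKM and its upper confidence limit. The ratio of these counts to FPKM, as a function of transcript length, gave each library's mapped fragments and the fragments of every other transcript. Of the fragment counts recovered below 500, 88.9% to 90.2% per library (median 89.3%) lay within 0.02 of a whole number. Libraries held 25.3 M to 31.3 M mapped fragments and 23300 to 25700 assembled transcripts. Of the fragments recovered for assembled transcripts, not of all mapped fragments, 95.8% to 98.5% lay in genes.
Genes with at least 1 FPKM in at least 2 libraries were tested, 12230 in all, with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.5). The fit held 1 mean per condition over all 18 libraries with 9 residual degrees of freedom and a variance trend. Tests were two-sided, p were adjusted by Benjamini and Hochberg over the genes tested, and an adjusted p under 0.05 counted as a change. The comparisons were 1 h and 2 h against 0 h within each line, each mutant line against RelA(wt) at each time, and the differences between lines in the change from 0 h.
A gene was called activated when it rose at least 2-fold with an adjusted p under 0.05 in RelA(wt) cells at 1 h. It was called lower in a mutant line when its level at 1 h was below RelA(wt) with p adjusted over the activated genes under 0.05. Group A is lower in both lines, Group B in RelA(TA2) only, Group C in RelA(Ser276Ala) only and Group D in neither. For the 23 gene lists, limma's camera was run with a correlation between genes of 0.01, and again with the correlation estimated and with fry.
Genes named in the text are those the paper names, those labelled in Fig. 5B, up to 10 per direction and comparison with the largest change past the test whose libraries do not overlap, and up to 4 members per list with the smallest adjusted p (2 where none passes). Labels in Fig. 5B were read by eye.
The median SD between the 2 libraries of a condition was 0.308 on the log2 scale. Simulated data were tested as RelA(wt) at 1 h against 0 h. There the FPKM test found 40% of genes raised by a log2 of 1, 70% at 2 and 87.5% at 3. Of its calls 15.9% were false. Recovered fragments found 92.5%, 95% and 97.5%, with 9.22% of calls false, and their median SD was 0.103.
The tests, groups, lists, naming rule and most alternatives were set before the data were examined. Alternatives were the amount added before the logarithm (0.1 and 1), no filter or a filter of 5 FPKM, median-of-ratios scaling, quantile normalization, the highest isoform only, single zeros set to missing, a fit on the compared groups only, no variance trend, replicate blocks, leaving out each library in turn, and other definitions of activation and of a lower level. Recovered fragments per M fragments in genes, transcripts of at least 300 bases only, leaving out joined genes, and fragments together with the difference in response were added after the files were seen.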

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

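The tests of assembly, of RelA message and of collection time below were chosen only after the results they concern were seen. That of assembly was made anew after a first version, a count over all genes, proved to be set by the smaller spread of recovered fragments. Tnfsf9, the TNF-family ligand, was flagged because its response to TNFα differed between lines. Against RelA(wt), its log2 change from 0 h to 1 h was smaller by 2.27 in RelA(TA2) cells (-2.27, SE 0.20, adjusted p = 7.33e-04 from limma) and by 2.19 in RelA(Ser276Ala) cells (-2.19, SE 0.20, adjusted p = 8.67e-04). At 2 h the differences were -1.68 (SE 0.20, adjusted p = 0.00607) and -1.87 (SE 0.20, adjusted p = 0.00299). Csf2, the granulocyte and macrophage growth factor, differed in response at 1 h in RelA(TA2) cells (adjusted p = 0.0461 from limma) and in RelA(Ser276Ala) cells (adjusted p = 0.0157). Icam1, the adhesion molecule, differed at 1 h (adjusted p = 0.0339 in RelA(TA2) and 0.0453 in RelA(Ser276Ala) cells) and at 2 h in RelA(Ser276Ala) cells (adjusted p = 0.0159).
Over all genes, the response differed from RelA(wt) in RelA(TA2) cells for 34 genes at 1 h and 26 at 2 h, and in RelA(Ser276Ala) cells for 24 at 1 h and 20 at 2 h. Between RelA(TA2) and RelA(Ser276Ala) cells it differed for 25 genes at 1 h and 20 at 2 h. Leaving out any 1 of the 8 libraries compared moved these counts by over 1.5 times, to 81 to 188 and 69 to 154 in RelA(TA2), 69 to 96 and 64 to 91 in RelA(Ser276Ala) cells, and 74 to 139 and 63 to 114 between the mutant lines.
Before TNFα, 401 genes differed between RelA(TA2) and RelA(wt) cells (650 without RelA(TA2) 0 h replicate 1) and 231 between RelA(Ser276Ala) and RelA(wt) cells, levels the paper does not report on. If loci assembled in pieces or joined differently were the cause, fewer than 50% of the 401 genes should keep direction and call with recovered fragments and without joined genes, and 345 (86%) did, which argues against it for most. It stays open for the 69 genes listed at 0 in both libraries of a line, since fragments of an unassembled locus are not recovered. A biological explanation is that RelA(TA2) cells, with more Rela message, hold RelA targets higher before TNFα. Over the 99 genes activated in RelA(Ser276Ala) cells, the median log2 difference between RelA(TA2) and RelA(wt) cells was 0.142. This was above all 10000 lists matched on expression (95% of these between -0.0394 and 0.08). The 99 genes were chosen by their rise with TNFα and not as RelA targets. The paper states that genes activated by TNFα can be driven by other transcription factors. The test thus shows such genes higher before TNFα and leaves open whether the higher message contributes. A first version used 139 genes activated in the same RelA(wt) libraries (median 0.153), and with 1 line per RelA the message cannot be told from other differences between lines.
Early genes such as Egr1, Dusp1 and Btg2 were lower in RelA(TA2) than in RelA(wt) cells at 1 h, and a later collection of the RelA(TA2) cells could give such a pattern. Of 53 genes that fell at least 2-fold from 1 h to 2 h in RelA(Ser276Ala) cells, 19 were lower and 2 higher in RelA(TA2) cells at 1 h, with a median of -0.391. Genes still rising at 2 h would have to be higher, and only 2 were available (median 0.413, with 95% of matched lists between -0.355 and 0.420), so the test leaves a later collection open. In a first version with 75 genes chosen in RelA(wt) cells, 29 were lower and 2 higher, with a median of -0.440 in RelA(TA2) and -0.477 in RelA(Ser276Ala) cells, and 12 rising genes had a median of 0.0817, within 95% of matched lists (-0.282 to 0.225). A loss of RelA activity in both lines would give lower early genes as well.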

How the results depend on the processing

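Recovered fragments, transcripts of at least 300 bases, joined genes left out, and fragments with the difference in response were chosen after the files were seen. Over the named genes, alternatives set beforehand kept direction and side of the threshold for 3851 values, made 431 weaker, 6 stronger and reversed 5; added ones gave 1033, 50, 13 and 17, and leaving out 1 library 5906, 941, 9 and 8. The fit on the compared groups only lost 228 calls, the highest isoform 81 and recovered fragments 20. The smaller response of Tnfsf9 kept its call under all alternatives, from -2.40 to -2.11 in RelA(TA2) and -2.34 to -2.03 in RelA(Ser276Ala) cells at 1 h. On simulated data at this depth and 2 libraries per condition, FPKM found 40% and recovered fragments 92.5% of genes raised by a log2 of 1, and how far depth limits either was not tested. The cause was not tested for any of the changes below, in which counts are of genes that changed unless a group or list is named.
The main counts in RelA(wt) cells were 185 at 1 h and 210 at 2 h, in RelA(TA2) cells 215 and 449, and in RelA(Ser276Ala) cells 173 and 117. RelA(TA2) against RelA(wt) gave 401, 342 and 371 at 0, 1 and 2 h, and RelA(Ser276Ala) 231, 351 and 413. Responses differed for 34 and 26 genes in RelA(TA2), 24 and 20 in RelA(Ser276Ala), and 25 and 20 between the mutant lines. Lists changed were 9 in RelA(wt) at 1 h, 7 and 6 for RelA(TA2) and RelA(Ser276Ala) against RelA(wt), and 3 and 1 for their responses.
With recovered fragments RelA(wt) cells gave 838 and 1598, RelA(TA2) 1269 and 3418, RelA(Ser276Ala) 769 and 1263; RelA(TA2) against RelA(wt) 2750, 2460 and 2756, RelA(Ser276Ala) 1964, 2657 and 3283; the RelA(TA2) response at 1 h 221, the mutant lines' responses 54 and 119; Group C 31, Group D 62; and 5 and 7 lists for the responses of RelA(TA2) and RelA(Ser276Ala). With fragments and the difference in response, Group B held 25 and Group D 56. With single zeros missing, RelA(wt) gave 285 and 340, RelA(TA2) 380 and 681, RelA(Ser276Ala) 313 and 231, RelA(TA2) against RelA(wt) at 2 h 567, RelA(Ser276Ala) 401 at 0 h and 540 at 1 h, and responses 174 and 151, 155 and 148, and 169 and 147.
The fit on the compared groups only gave 77 for RelA(wt) at 2 h, 93 and 73 for RelA(TA2), 71 and 60 for RelA(Ser276Ala), 67, 151 and 113 for RelA(TA2) against RelA(wt), 72, 133 and 106 for RelA(Ser276Ala), responses of 83 and 80, 90 and 77, and 71 and 51, and 20 genes in Group A. Without trend, responses were 53 and 54, 41 and 43, and 50 and 40. A filter of 5 FPKM gave responses at 2 h of 17 and 13; the highest isoform 140 for RelA(Ser276Ala) against RelA(wt) at 0 h, 15 for the RelA(TA2) response at 2 h and 7 between mutant lines at 1 h; 0.1 added before the logarithm 31 between mutant lines at 2 h. Activation by fold alone gave 628 genes, with 29 in Group B, 28 in C and 531 in D; the difference in response 24 in B and 7 in C; an unadjusted p under 0.33 18 in D. An estimated correlation left 3 and 1 lists for RelA(TA2) and RelA(Ser276Ala) against RelA(wt) and 1 for the RelA(TA2) response, and fry gave 2 for the RelA(Ser276Ala) response.
Replicate numbers are only shared labels. A block by number over all lines left the groups at 35, 12, 16 and 32 and gave 16 for the mutant lines' responses at 1 h. A block within each line gave 127 for RelA(wt) at 2 h, 140 and 239 for RelA(TA2), 109 and 39 for RelA(Ser276Ala), and responses of 14 and 8, 15 and 10, and 10 and 9. Line-against-line comparisons were not run with this block. Over 36 pairs of conditions, the difference between replicates correlated with a median of 0.00484 (-0.0764 to 0.0809).
Leaving out 1 library in turn, with a lone library assumed to vary like the other groups, gave 91 to 163 activated genes, 30 to 103 in Group A, 6 to 18 in B, 10 to 26 in C and 28 to 40 in D. Genes changed were 171 to 246 and 179 to 246 in RelA(wt), 203 to 432 and 287 to 850 in RelA(TA2), and 168 to 246 and 91 to 204 in RelA(Ser276Ala) cells. RelA(TA2) against RelA(wt) gave 274 to 650, 279 to 428 and 246 to 513, and RelA(Ser276Ala) 156 to 279, 239 to 480 and 233 to 568. Responses gave 37 to 188 and 20 to 154 for RelA(TA2), 20 to 96 and 20 to 91 for RelA(Ser276Ala), and 15 to 139 and 18 to 114 between mutant lines. Lists were 8 to 10, 5 to 7, 4 to 7, 1 to 5 and 1 to 1. The highest values for RelA(TA2) at 1 h and 2 h and against RelA(wt) at 0 h came without RelA(TA2) 0 h replicate 1.
Directions reversed for these log2 differences. For RelA(Ser276Ala) against RelA(wt): with recovered fragments Maff 0.064 and Pcdhgb8 0.479 at 0 h, Crebbp -0.219 and Nr4a1 -0.121 at 1 h; with 300 bases Pcdhgb8 0.934 and Fam161b 0.216; with the highest isoform Crebbp -0.262; and leaving out 1 library at a time Crebbp -0.168 to 0.351 and Nr4a1 -0.114 to 1.285 (lowest without RelA(Ser276Ala) 1 h replicate 2), Ptgs2 -0.187 to 0.177 and Rela -0.073 to 0.197 (sign turned without RelA(Ser276Ala) 1 h replicate 1), with Ptgs2 0.075 without RelA(wt) 1 h replicate 2. The Crebbp response was -0.107 with the highest isoform and -0.117 with fragments. For RelA(TA2) against RelA(wt): Ep300 -0.130 with the highest isoform, -0.210 with fragments and -0.355 (without RelA(TA2) 1 h replicate 1) to 0.906; Fam161b 0.037 with fragments and 1.593 with 300 bases; Cd209c -0.441 with 300 bases; Fosb -0.178 to 0.015 (without RelA(wt) 1 h replicate 1); Gapdh 0.005 with quantile normalization; Nr4a1 -0.076 (without RelA(TA2) 1 h replicate 2) to 1.529; Mmp9 -1.205 at 2 h with fragments. In RelA(wt) cells: Bmp1 -0.022 with fragments and -0.267 with 300 bases; Crebbp 0.005 with the highest isoform and 0.081 with fragments; Mbd4 -0.151 with fragments and Prickle3 -1.739 with 300 bases at 2 h.
The share of higher genes moved by over 10 points in the following. With median-of-ratios scaling it did for RelA(TA2) at 2 h (62.8%, from 47.9%), RelA(Ser276Ala) against RelA(wt) at 1 h (38.1%, from 50.4%) and the mutant lines' responses at 1 h (68.4%, from 52.0%). With fragments it was 49.4% (from 67.0%) and 46.7% (from 74.3%) in RelA(wt), 34.0% (from 59.1%) and 31.9% in RelA(TA2), 35.2% (from 64.2%) and 42.8% (from 70.9%) in RelA(Ser276Ala) cells, 33.0% (from 44.1%) for the RelA(TA2) response at 1 h, 14.3% (from 37.5%) and 3.70% (from 30.0%) for RelA(Ser276Ala), and 75.9% between mutant lines at 1 h. The RelA(TA2) response at 2 h (from 30.8%) gave 45.5% with 0.1 added, 41.2% with a filter of 5 FPKM, 55.6% with single zeros missing, 41.3% with the fit on the compared groups only and 50.0% with a block within each line. The highest isoform gave 76.4% for RelA(Ser276Ala) at 1 h and 70.6% (from 55.0%) between mutant lines at 2 h. Single zeros missing gave 63.5% for RelA(wt) at 2 h, 48.2% for RelA(TA2) at 1 h, and 52.3% and 49.3% for the RelA(Ser276Ala) responses. The fit on the compared groups only gave 61.0% for RelA(wt) at 2 h, 52.1% and 38.3% for RelA(Ser276Ala), 53.6% (from 40.4%) for RelA(TA2) against RelA(wt) at 1 h and 65.3% (from 48.5%) for RelA(Ser276Ala) at 0 h. A block within each line gave 59.4% for RelA(TA2) at 2 h, 74.3% and 84.6% for RelA(Ser276Ala), 50.0% for its response and 33.3% between mutant lines at 2 h. Leaving out 1 library moved the share by over 10 points in each of the 18 comparisons (RelA(wt) at 1 h 44.3% to 79.3%).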

Differences from the paper's values

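The paper's Group A holds 20 genes and 35 were found here. Of 34 alternatives set before the data were examined, 3 come within 1.5 times of the paper's 20: a filter of 5 FPKM (27), a fit on the compared groups only (20, the paper's value) and leaving out RelA(Ser276Ala) 1 h replicate 2 (30). The other 31 do not. The paper's Group B holds 25 genes and 12 were found here. Within 1.5 times of the paper's 25 come the highest isoform only (17), leaving out RelA(Ser276Ala) 1 h replicate 2 (18), a defect taken as the difference in response (24) and activation by fold alone (29), and the other 30 do not. Recovered fragments together with the difference in response, chosen after the values were seen, give 25 genes in Group B. The same setting gives 37 genes in Group A and 21 in Group C, against the paper's 20 and 6. The paper's Group C holds 6 genes and 16 were found here. Only the difference in response (7) comes within 1.5 times of the paper's 6, and the other 33 do not. The paper's thresholds are 2-fold for activation and 95% confidence for a defect; it states no adjustment of p and no test of activation, both of which are used here.
The paper puts most of its targets of the RelA:CBP/p300 contact in Group B, ahead of Groups A and C. Here Group A held 35 genes, Group C 16 and Group B 12. Of the 99 genes labelled in Fig. 5B, 58 were activated here and 25 stood in the group of their label. Of the 20 labelled in Group A, 11 stood in A, 2 in B and 5 in C, and 2 were not activated. Of the 25 labelled in Group B, 6 stood in A, 4 in B and 10 in D, and 5 were not activated. Of the 6 labelled in Group C, 1 stood in A and 1 in B, and 4 were not activated. Of the 48 labelled in Group D, 2 stood in A, 2 in B, 4 in C and 10 in D, and 30 were not activated. With recovered fragments, chosen after the files were seen, 90 labelled genes were activated and 45 stood in their group, and together with the difference in response 59 did.
The paper's figure labels Cxcl1 and Btg2 in Group B, and both were lower in both mutant lines here. By the difference in response Btg2 stands in Group B, with FPKM and with fragments, and Cxcl1 in Group A. It labels Ccl7 and Lif in Group A, and here both stood in Group C. By the difference in response Lif stands in Group A and Ccl7 in Group B, on both measures. Ptgs2 and Junb, labelled in Group B, stood in Group D here and in Group B by the difference in response on both measures. Areg and Sgk1, labelled in Group D, stood in Group B here and in Group D by the difference in response on both measures. It labels Nfkbia in Group A, and here it stood in Group C, by the difference in response in Group D, and with recovered fragments in Group A by either definition. The Group D placement is uncertain, since a RelA(wt) library before TNFα holds Nfkbia in pieces. Fosb and Nr4a1, which the paper places in Group D, were not activated here and were in Group D with recovered fragments. Tnfaip3, Irf1, Egr1, Dusp1 and Tnfsf9 stood in Group A both in the paper's figure and here, and by the difference in response Egr1 and Dusp1 stand in Group B.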

Other observations

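Before TNFα, RelA(TA2) cells already carried more message of some cytoskeletal and matrix genes than RelA(wt) cells. Acta2, smooth muscle actin, was higher by 1.68 on the log2 scale (SE 0.28, adjusted p = 0.00862 from limma), Fn1, fibronectin, by 1.23 (SE 0.10, adjusted p = 1.36e-04), Lox, which crosslinks collagen, by 0.93 (SE 0.09, adjusted p = 4.43e-04) and Lats2, a kinase of the Hippo pathway, by 0.74 (SE 0.10, adjusted p = 0.00385). The chemokine Ccl7 was higher by 1.71 (SE 0.19, adjusted p = 8.86e-04) and Perp was lower by 0.90 (SE 0.08, adjusted p = 2.29e-04). Of 13 targets of YAP and SRF, 6 were higher and none lower (7 over the list alone, camera adjusted p = 5.79e-07, with an estimated correlation an adjusted p = 0.0416). Of 19 matrix markers 4 were higher and none lower (5 and 1 over the list alone), and the list did not stand apart (camera adjusted p = 0.296). Of 5 histone genes made without a poly(A) tail, a possible sign of RNA selection, 1 was lower, Hist1h1c, by -2.08 (SE 0.45, adjusted p = 0.0333). Over the list alone 3 were lower (camera adjusted p = 0.00508, with an estimated correlation an adjusted p = 0.194). In RelA(TA2) replicate 1 before TNFα 95.83% of the fragments recovered for assembled transcripts lay in genes (97.90% to 98.50% in the others but RelA(Ser276Ala) 1 h replicate 1, with 95.94%). Without RelA(TA2) replicate 1 before TNFα all 7 genes named here kept their calls, and without replicate 2 Hist1h1c lost its call.
At 2 h of TNFα, RelA(Ser276Ala) cells had less message of interferon-stimulated genes than RelA(wt) cells, and of single NF-κB regulators. Ifit3, an antiviral protein, was lower by 1.30 (SE 0.23, adjusted p = 0.0125 from limma), Tnip1, a partner of A20, by 1.05 (SE 0.19, adjusted p = 0.0131), Nfkbie, the gene of IκBε, by 1.26 (SE 0.27, adjusted p = 0.0342) and the death receptor Fas by 1.00 (SE 0.16, adjusted p = 0.00870). Of 18 interferon-stimulated genes 3 were lower (9 over the list alone, camera adjusted p = 4.04e-06, with an estimated correlation an adjusted p = 0.00834). Of 20 NF-κB regulators 3 were lower (5 over the list alone, camera adjusted p = 0.00305, with an estimated correlation an adjusted p = 0.162). Before TNFα no member of either list passed the test over all genes, with 4 and 3 lower at an unadjusted p under 0.05 from limma. The interferon list held 324 fragments per M at 0 h against 394 in RelA(wt) cells, and 265 against 394 at 2 h. In the change from 0 h to 2 h no member of either list differed over all genes. The list of 5 histone genes made without a poly(A) tail stood lower (none over the list alone, 2 at an unadjusted p under 0.05 from limma, camera adjusted p = 0.0199, with an estimated correlation an adjusted p = 0.213). The matrix genes Postn, lower by 1.65 (SE 0.29, adjusted p = 0.0127), and Dcn, lower by 0.76 (SE 0.13, adjusted p = 0.0125), stood among 4 of 19 matrix markers that were lower, and Dcn was lower before TNFα as well (-0.67, SE 0.13, adjusted p = 0.0335). Mki67, a marker of dividing cells, was higher by 0.88 (SE 0.14, adjusted p = 0.00870) and Mcm6, of the replication helicase, by 0.71 (SE 0.11, adjusted p = 0.00870). Saa3 and C3, genes of the acute phase and of complement, were listed at 0 in all RelA(Ser276Ala) libraries, and Saa3 was at 20.4 and 20.1 FPKM in RelA(wt) cells at 2 h. Each RelA is carried by 1 line, so a difference between lines can come from the line as well as from its RelA. The lower RelA protein that the paper reports in RelA(Ser276Ala) cells is part of this limit.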
